# Developmental transcriptome profiling uncovered carbon signaling genes associated with almond fruit drop

**DOI:** 10.1038/s41598-020-69395-z

**Published:** 2021-02-09

**Authors:** Chunmiao Guo, Yu Wei, Bo Yang, Mubarek Ayup, Ning Li, Jun Liu, Kang Liao, Huan Wang

**Keywords:** Transcriptomics, Gene expression profiling

## Abstract

Almond is one of the most featured nut crops owing to its high nutritional value. However, due to three different waves of flower and fruitlet drop, fruit drop is a major concern for growers. In this study, we carried out a time-course transcriptome analysis to investigate gene expression differences between normal and abnormal fruitlet development. By de novo assembly analysis, we identified 33,577 unigenes and provided their functional annotations. In total, we identified 7,469 differentially expressed genes and observed the most apparent difference between normal and abnormal fruits at 12 and 17 days after flowering. Their biological functions were enriched in carbon metabolism, carbon fixation in photosynthetic organisms and plant hormone signal transduction. RT-qPCR validated the expression pattern of 14 representative genes, including *glycosyltransferase like family 2*, *MYB39*, *IAA13*, *gibberellin-regulated protein 11-like* and *POD44*, which confirmed the reliability of our transcriptome data. This study provides an insight into the association between abnormal fruit development and carbohydrate signaling from the early developmental stages and could be served as useful information for understanding the regulatory mechanisms related to almond fruit drop.

## Introduction

Almond (*Prunus dulcis* (Mill.) D.A. Webb. syn. *Prunus amygdalus* Batsch), is the most important temperate nut crop regards to commercial production, and several hypotheses indicated that it originated from Iran and specifically adapted to harsh climates^1,2^. Despite its wide adaption, almond is usually cultivated in areas with Mediterranean climate. The important commercial production regions include Asia, Mediterranean countries, American and Australia. Main growing regions in Asia are Iran and Turkey^2^. In China, almond is mainly cultivated in western China in Xinjiang province and becomes one of the most important economic nut crops in the area^2,3^. The almond production of China in 2017 was 51,953 tons^4^. In almond, fruit drop occurs at three distinct stages with different reasons^2^. The first drop takes place just after bloom or even in the late stages of bloom on malformed flowers, mainly caused by deficient pistil development. The second drop occurs after bloom mainly on unfertilized flowers. The flowers may become pollinated but not fertilized because the pollination stimulates the initial development until they are pea sized. Some fertilized flowers may also drop due to cytological defects. The third drop is physiological and often referred to as ‘June drop’, which is probably caused by nutrimental competition, and at this stage the fruits going to fall normally having a smaller size and yellowish epiderm^2^. In production, a number of flowers/fruit drop is a need for almond production since not all flowers could develop into ripe fruits^2,5^, however, fruit drop also takes place in pollinated fruits and results in very low fruit sets, whatever the blooming time and other conditions during the growing stage^5^. In other fruits, it is also a factor that affects fruit development^6^. The abscission is a developmental process that mediated by both internal and environmental cues^7^. Endogenous phytohormones are demonstrated to contribute to fruit abscission, among which auxin is an important regulatory factor^8^. In the meantime, the external nutrient supply is suggested to take a major regulatory role. A few studies have revealed that the nutrient competition between fruitlets and leaves result in fruit abscission^9,10^. Much efforts have been done on peach, apple, longan and other fruit trees, and it is implicated that the sucrose accumulation and its metabolism are the main factors that cause abnormal fruitlets^11–14^.

Moreover, carbon balance may be negatively related to shading, and the combined effects of photosynthetic inhibitors and shading caused apple fruit abscission^15–17^. Nicolás and collaborators suggested that C-transfer could happen between new branches and fruits^18^. Nzima and collaborators further proved that the developing fruits have a drop upon carbohydrates competition with other organs of the tree^19^. What’s more, the increment of enzymes functioning in sugar inversion was related to orange fruit abscission during fruitlet development^13^. In litchi, high ethylene production and low glucose levels were proposed to contribute to the increasing young fruit abscission rate^20^. Despite of these facts, the molecular understanding of the regulatory genes of carbohydrate metabolism involved in almond fruitlet abnormal development and physiological drop is still elusive.

High throughput sequencing technologies have revolutionized the genomic and transcriptomic studies. In particular, improved algorithms are now available for de novo reassembling the transcriptome of a non-model plant species without a valid reference genome sequence^21,22^. Subsequently, the assembled transcripts can be used to profile gene expression patterns, reconstruction of co-expression networks, and characterize genetic variations in regions. Currently, RNA sequencing (RNA-seq) has been widely exploited in almond to uncover the molecular bases in response to cold, drought and other stresses^23–25^, as well as in the understanding of its self-incompatibility, flower bud dormancy and domestication history^26–28^. However, the transcriptome analysis associated to almond abscission has not been reported yet.

The aims of this study were to profile the gene expression levels in normal and abnormal fruitlets and to identify differentially expressed genes (DEGs) at different developmental stages, and to understand the gene regulatory networks underlying fruit abscission in almond. To this aim, a genome-wide time-course transcriptome analysis of almond using RNA-seq and validated by RT-qPCR analysis on representative genes was carried out.

## Results

### Phenotype evaluation

Our field study shows that the full-bloom stage of almond starts at the end of March in Xinjiang and the shoot buds also sprout at this stage. The fruit setting normally occurs at the 7th day after flowering (DAF). We investigated the new shoot elongation and the fruitlet dropping rate that at the period from 7 to 57 DAF. As shown in Fig. 1A, from 7 to 37 DAF, the new shoots elongated most, and the fruitlet dropping rate increased significantly. Particularly, from 7 to 22 DAF (5th April to 20th April), the average length of the new shoot was increased from 1.28 cm to 12.11 cm (Fig. 1A), which comprised 68.03% of the whole shoot length. During this stage, the fruitlets enlarged remarkably, and the dropping rate increased dramatically (Figure S1). After that, from 22 to 57 DAF (20th April to 25th May), the new shoots turned to grow slowly, meanwhile, the fruitlets dropping rate increased slowly. Moreover, we conducted the morphological evaluation of normal and abnormal almond fruitlets at the period from 12 to 42 DAF (Figure S2). The fruit weight, the longitudinal and transversal diameters of abnormal fruits were all significantly less than that of normal fruits when comparing parallelly. Consistent with the transition time the shoots turned to grow slowly, from 22 DAF the normal fruits enlarge significantly (Figure S2).

**Figure 1:**
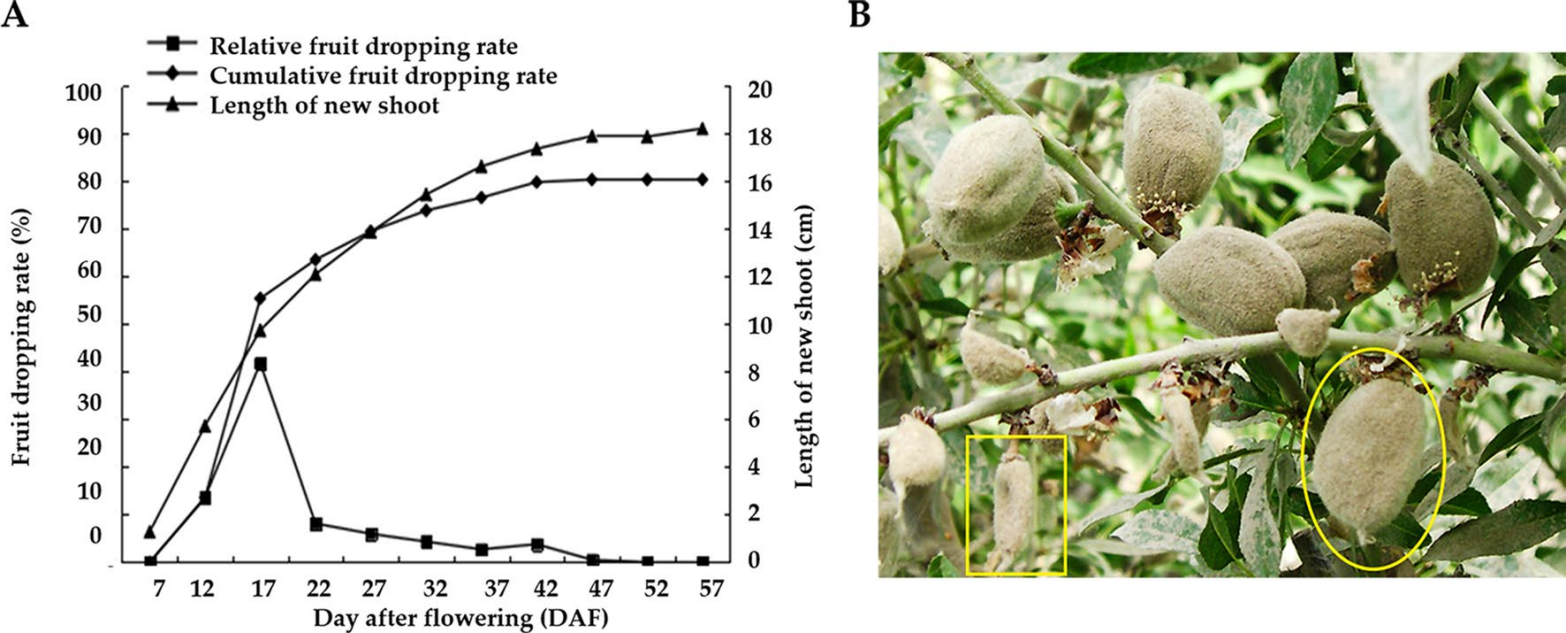
(**A**) Dynamic changes of almond shoots increment and fruit dropping rate; (**B**) Growth state of the fruits at 32 DAF. The yellow circle locates the normal fruits, and the yellow box locates the abnormal fruits.

Given that the period from 12 to 37 DAF was the main stage that accounted for the fruitlet dropping and the new shoot elongation, we collected samples at six stages, including 12, 17, 22, 27, 32, 37 DAF. At each stage, we sampled normally developed and diapause atrophy fruits (abnormally developed) in the same branch. The abnormally developed fruits were the ones that most likely to shed in the following days. The characteristics of normal and abnormal fruitlets at 32 DAF are shown in Fig. 1B.

### De novo assembly and annotation of almond unigenes

To investigate the regulatory genes that correlated to almond fruit development at transcriptome level, we sequenced normal and abnormal fruits at 12, 17, 22, 27, 32, 37 DAF, respectively. 

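The samples analysed here were normal and abnormal fruits of the almond cultivar 'ZhiPi' at these 6 stages. This gives 12 groups and 36 samples in all, with 3 replicates per group that the paper describes as biological. Whether these replicates are separate libraries was not settled. The authors aligned the clean reads to their own assembled unigenes, estimated read counts with RSEM, normalized them with DESeq2 and converted them to FPKM. The deposited columns give 1 value per unigene and group, which is the authors' mean normalized FPKM over the replicates. No value per replicate was used here, so no spread between replicates, test or P-value accompanies any difference between groups. Groups were compared as differences in log2(FPKM + 1), and a unigene was counted as changed when the difference was larger than 1 in size, the fold change threshold of the paper's methods without its P-value. The added 1 keeps values near 0 from giving large ratios, and it understates the changes of weakly expressed unigenes. Where a group is listed at 0, no fold change is given.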

RNA samples with three biological replicates were prepared and sequenced using Illumina sequencer with paired-end protocol. After filtering out the low-quality reads (see “Methods”), Q30 and GC content of the clean data were calculated as shown in Table S1. 

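Table S1 lists from 5030576 to 12975050 clean reads per sample, with a median of 7867902, at 150 bases per read in 36 of 36 samples. Summed over the 3 replicates, abnormal fruits at 12 DAF had the most reads (32163015) and normal fruits at 32 DAF the fewest (20954362). At 17 DAF the sums were 22575297 reads for normal and 27804731 for abnormal fruits. The mean Q30 of the groups lay between 93.5% and 95.1%. In the deposited columns, the FPKM of the listed unigenes added up to between 210419 (abnormal fruits at 12 DAF) and 320430 (normal fruits at 27 DAF).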

In total, we obtained 296,587,721 clean reads. Following, we performed de novo transcriptome assembly using Trinity^29^ and obtained 70,500 contigs, from which 33,577 representative unigenes with an N50 of 1,698 nt were generated. The length of unigenes ranged from 201 to 28,660 nt with the average length 1,026 nt (Fig. 2A). These results confirmed that the throughput and data quality were good and qualified for following analyses.

**Figure 2:**
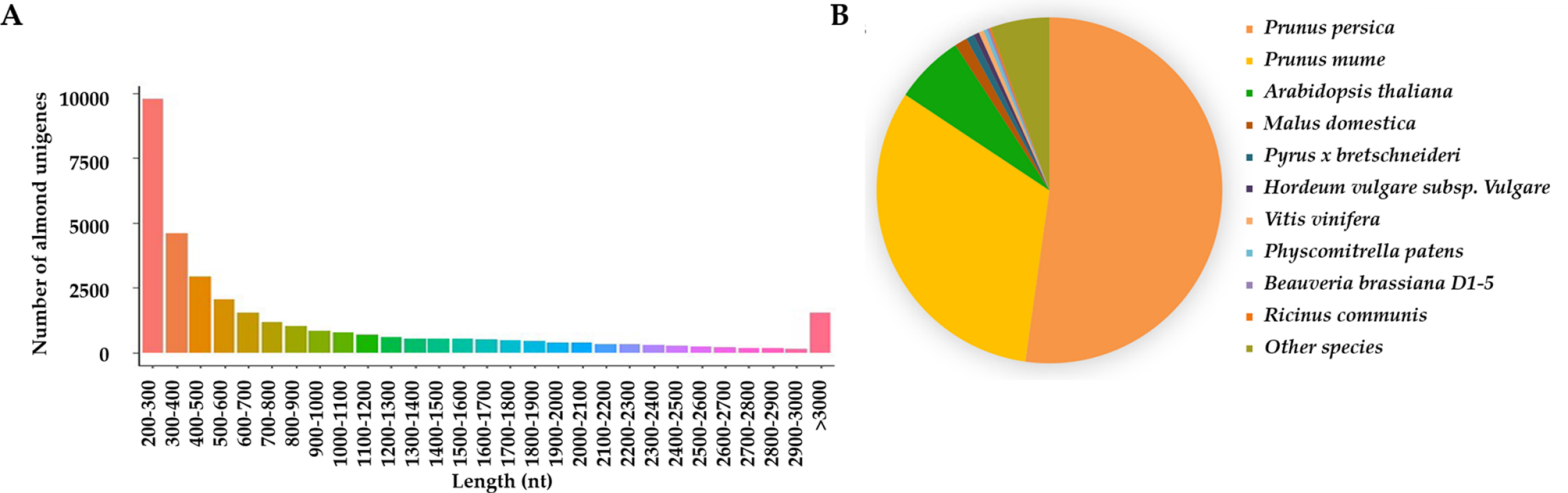
(**A**) Length distribution of almond representative unigenes; (**B**) Pie chart of almond unigene homologs.

We scanned putative peptide sequences based on the nucleotide composition using TransDecoder (https://transdecoder.sourceforge.net/). In total, 26,996 unigenes could encode ORFs with at least 100 amino acids. Using BLASTP and BLASTX, we annotated the unigenes by aligning the assembled transcripts and predicted peptide sequences to NCBI NR and Swiss-Prot databases. In total, we identified 22,182 unigenes containing significant matches to the annotated genes/proteins in at least one database. Additionally, we also aligned the unigenes to Pfam, COG, eggNOG, GO and KEGG databases (Table S2). The detailed results were shown in Supplemental Table S3, which could be served as a reference annotation database for the future up studies. We summarized the best-hit species from BLASTX results and found that the top two matched species are *Prunus persica* (52.24%) and *Prunus mume* (32.09%) (Fig. 2B). Genetic and evolutionary studies of peach indicated that peach and almond share common characteristics in precocity, organization and perenniality^30–32^, indicating the accuracy of our annotation analysis in almond.

### Profiling gene expression during fruit development

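The deposited columns list 8676 unigenes, of which 3099 were above 0 in all 12 groups. The number listed at 0 in a group ran from 3283 in normal fruits at 27 DAF to 4244 in abnormal fruits at 17 DAF, against 4154 in normal fruits at 17 DAF. The unigene with the highest value, DN23546_c1_g1 (singled out after its values were seen), reached 44836 FPKM in normal fruits at 32 DAF, which was 14.7% of that column's total. Median-of-ratios scaling over the unigenes above 0 in all groups set abnormal against normal fruits at −0.18 on the log2 scale at 17 DAF, −0.28 at 22 DAF and −0.29 at 27 DAF, and at −0.04, 0.03 and −0.03 at 12, 32 and 37 DAF. The totals of the columns gave −0.11, 0.05, −0.10, −0.19, −0.05 and 0.03 from 12 to 37 DAF, which at 17, 32 and 37 DAF is of the opposite sign. The values were used as deposited, and which of these shifts a log2 difference includes was not settled.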

Next, we measured the expression levels of unigenes by calculating Fragments Per Kilobase of transcript per Million fragments mapped (FPKM)^33^. 

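All 8676 listed unigenes differed from normal fruits at 12 DAF by at least 1 in log2(FPKM + 1) in some other group, and the smallest of these largest differences was 1.00. With any other group as the baseline, between 7878 and 8257 of them did so. Unigenes that stay closer than that to normal fruits at 12 DAF in every group were not analysed here, so counts of changed unigenes at 17 to 37 DAF cover the listed unigenes only. A unigene that differs by more than 1 between normal and abnormal fruits at 12 DAF meets this criterion by itself. Table S4 was held only in part, as the first 862 of its 7468 entries. Of these 862 unigenes, 817 are listed in the deposited columns, with FPKM values that differ by a relative 4.82e-06 at most, and 45 are not.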

Using DESeq2^34^, we normalized FPKM values and searched for DEGs between normal and abnormal fruits at specific time points as well as between different time points in normal or abnormal samples (log2 value of fold change ≥ 1 and *P*-value < 0.05) and identified 7,469 DEGs in total (Table S4). 

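Between normal and abnormal fruits, 7301 of the listed unigenes differed by more than 1 in log2(FPKM + 1) at 1 or more of the 6 stages. Of these, 4951 did so at 12 or 17 DAF and 2350 only at later stages. The difference was found at exactly 1 stage for 3617 unigenes and at all 6 stages for 11. The threshold moved this number most, to 3976 unigenes with a difference larger than 2. Among unigenes above 0 in both groups, the 2 largest rises in abnormal fruits at 12 DAF were those of DN26812_c0_g6, from 1.98 to 352 FPKM (log2 difference 6.89), and DN25200_c0_g3, from 1.18 to 234 FPKM (6.75). The 2 largest falls at that stage were those of DN28228_c5_g1, from 239 to 1.07 FPKM (−6.86), and DN28266_c6_g1, from 109 to 0.546 FPKM (−6.15). At 17 DAF, DN26812_c0_g6 rose from 0.0733 to 2638 FPKM (11.26) and DN26191_c0_g1 from 0.521 to 333 FPKM (7.78). DN26450_c5_g1 fell from 1790 to 5.29 FPKM (−8.15) and DN21800_c0_g1 from 339 to 1.36 FPKM (−7.17) at that stage. The parts of the annotation tables held here do not pair these unigenes with names.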

Of them, 2,084 DEGs were found between normal and abnormal fruits at each time point (Fig. 3A). Note that 220 and 564 genes were exclusively detected in the normal and abnormal almond fruits, respectively (Fig. 3B). 

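With a value above 0 in at least 1 group of a fruit type and 0 in all 6 groups of the other, 772 of the listed unigenes were found only in normal and 678 only in abnormal fruits. Their highest FPKM had a median of 11.6 in the normal and 12.1 in the abnormal set, and it reached 5 for 578 and 502 unigenes, respectively. Above 0 in a single group were 608 unigenes in normal and 558 in abnormal fruits, summed over the stages. From 12 to 37 DAF these were 161, 70, 84, 109, 46 and 138 in normal and 191, 99, 52, 70, 57 and 89 in abnormal fruits. The largest values were 206 FPKM for DN2765_c0_g1 in normal fruits and 285 FPKM for DN37598_c0_g1 in abnormal fruits, both singled out after their values were seen. A listed 0 is the authors' mean, and the read counts behind it were not analysed here.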

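At 12 DAF, 2658 of the listed unigenes differed between normal and abnormal fruits by more than 1 in log2(FPKM + 1), 1193 higher and 1465 lower in abnormal fruits. At 17 DAF the number was 3604, or 41.5% of the listed unigenes, with 1562 higher and 2042 lower. It was 1879 at 22 DAF (615 higher, 1264 lower), 1808 at 27 DAF (755 higher, 1053 lower), 1379 at 32 DAF (831 higher, 548 lower) and 1260 at 37 DAF (587 higher, 673 lower). Many of these differences were against a listed 0. From 12 to 37 DAF, 625, 912, 826, 570, 335 and 468 unigenes had at least 1 FPKM in normal and 0 in abnormal fruits. The reverse held for 591, 702, 461, 523, 570 and 349. Scaling changed the balance of directions at 27 DAF, where median-of-ratios scaling gave 918 higher and 740 lower. Differences larger than 5 were found for 87 unigenes at 12 DAF and 173 at 17 DAF, and for 74 to 109 at the later stages. At both 12 and 17 DAF and in the same direction, 469 unigenes were higher and 622 lower in abnormal fruits. All counts take the groups as labelled, and an exchange of the abnormal groups at 17 and 22 DAF was not excluded.

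**Figure D1:**
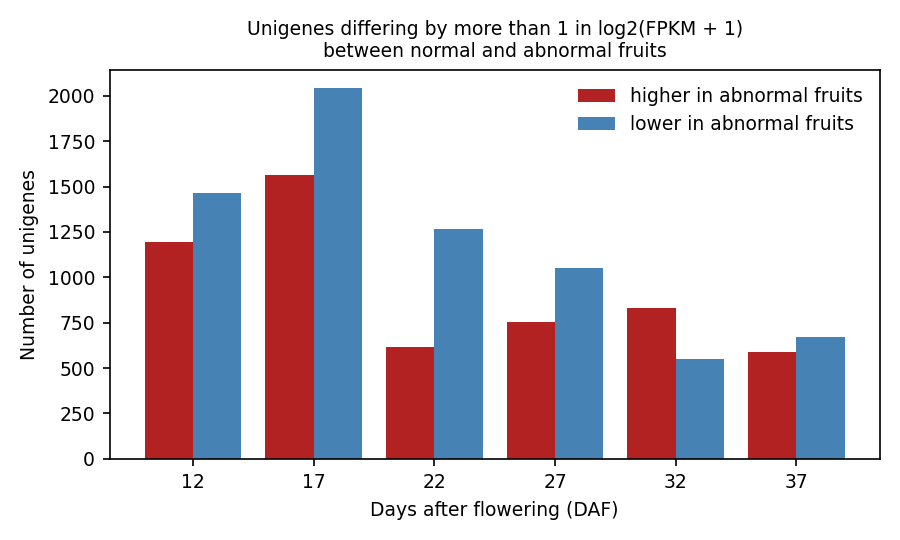
Number of unigenes (y-axis) whose authors' mean differed by more than 1 in log2(FPKM + 1) between normal and abnormal fruits at each stage in days after flowering (x-axis). Red bars count unigenes higher and blue bars unigenes lower in abnormal fruits, and the tallest bars are the 1562 higher and 2042 lower unigenes at 17 DAF.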

And normal–abnormal differentially expressed genes were specifically enriched at 12 and 17 DAF.

**Figure 3:**
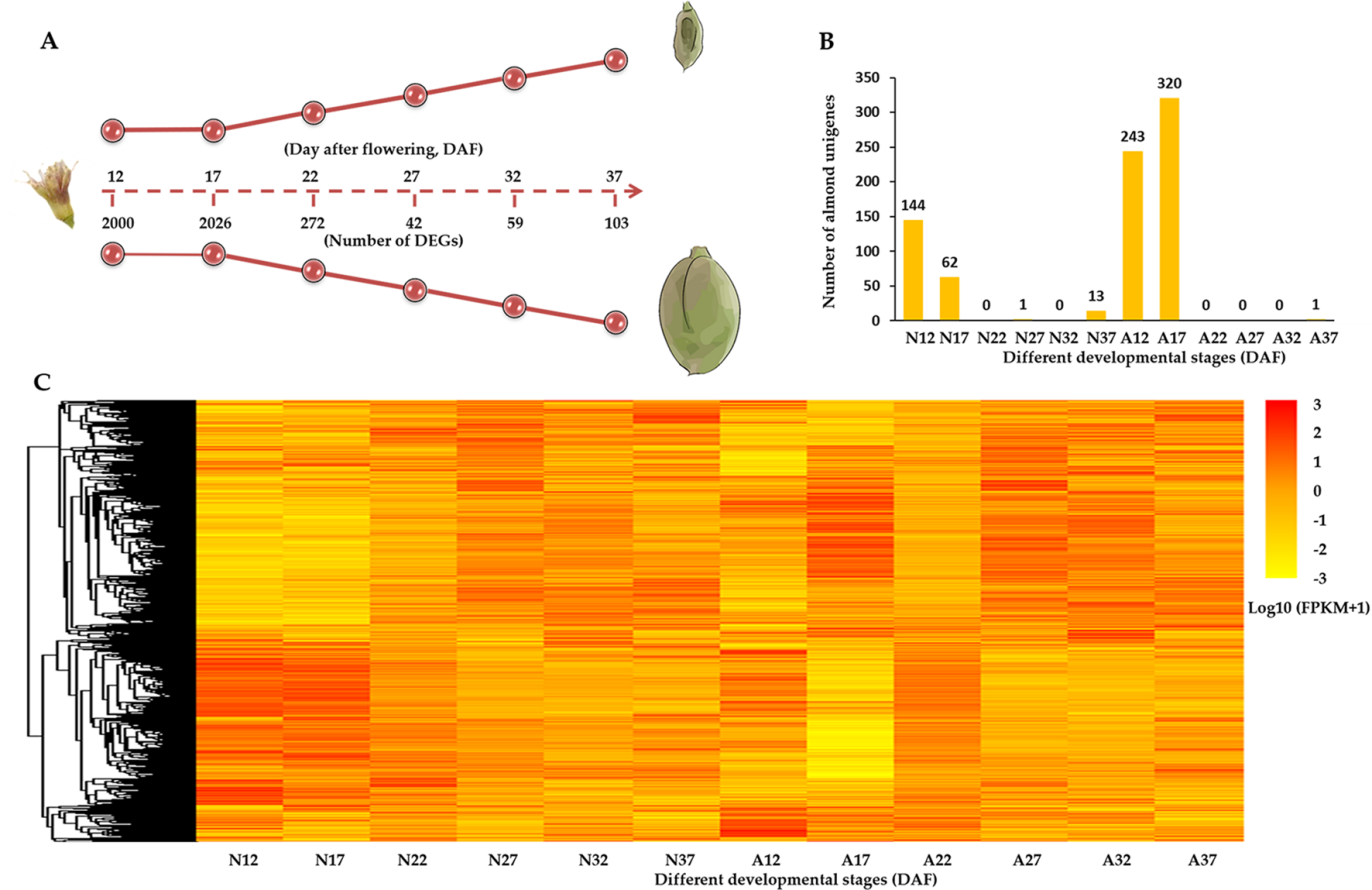
(**A**) The schematic graph of this study (This figure was drawn by Xinchang Li); (**B**) The number of developmental stage specific genes; (**C**) The heatmap of total DEGs. ‘N12′ represents 12 DAF of normal fruits; ‘A12′ represents 12 DAF of abnormal fruits.

Moreover, there were 5,843 and 6,245 developmental stage specific genes in normal and abnormal fruits, respectively (Figure S3). 

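Over the 15 pairs of stages, 7293 of the listed unigenes (84.1%) changed by more than 1 in log2(FPKM + 1) between some pair in normal fruits, and 7135 (82.2%) did so in abnormal fruits. In normal fruits alone 1445 unigenes met this criterion, and in abnormal fruits alone 1287. With a threshold of 2, the numbers were 3959 for normal and 3953 for abnormal fruits. The listed unigenes all changed from normal fruits at 12 DAF in some group, so these shares do not describe the whole assembly.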

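From 12 to 17 DAF, 1601 of the listed unigenes changed by more than 1 in normal fruits and 3186 in abnormal fruits. In normal fruits the other steps between neighbouring stages gave 3002 unigenes from 17 to 22 DAF, 2380 from 22 to 27 DAF, 2294 from 27 to 32 DAF and 2059 from 32 to 37 DAF. In abnormal fruits they gave 2810, 2960, 2067 and 2276 unigenes, in the same order. The Pearson r across unigenes between 12 and 17 DAF was 0.886 in normal and 0.796 in abnormal fruits. It describes the groups, since unigenes are not independent replicates. Abnormal fruits at 17 DAF had their highest r among normal fruits with 32 DAF (0.835), and abnormal fruits at 22 DAF with 17 DAF (0.891).

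**Figure D2:**
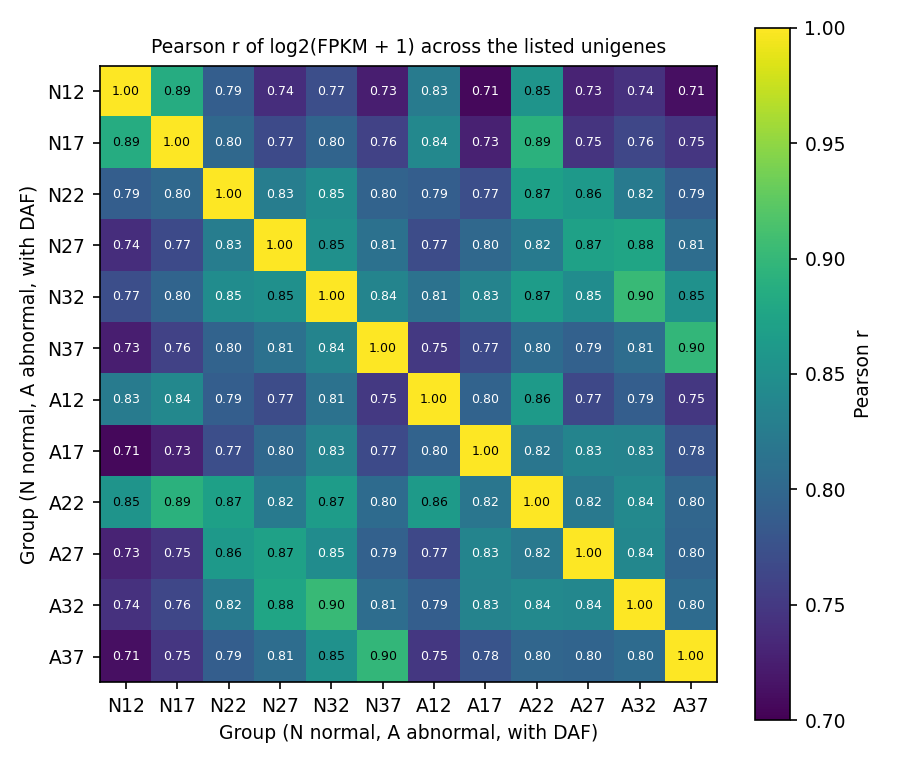
Pearson r of log2(FPKM + 1) across the 8676 listed unigenes between each pair of the 12 groups, shown as colour and as a number rounded to 2 decimals. Rows and columns are normal (N) and abnormal (A) fruits with the days after flowering, and the row of abnormal fruits at 17 DAF reaches no more than 0.835 with any other group.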

Comparing each two time points, the most apparent transcriptome change was also observed at 12 and 17 DAF, especially that in abnormal samples (Fig. 3C). This molecular evidence was in line with the phenotype observation that the increment of both fruitlet dropping rate and shoot elongation retarded from 17 DAF, especially the fruit dropping rate reached the max value at this stage. Together, these evidences suggest a crucial transition in early stage of developmental process, which in turn proves the importance of the regulatory genes at 12 and 17 DAF stages in the fruit development.

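At 17 DAF, 1783 of the listed unigenes in abnormal fruits lay more than 1 above or more than 1 below both 12 and 22 DAF in log2(FPKM + 1), with 838 peaks and 945 troughs. In normal fruits 722 did so, with 357 peaks and 365 troughs. At 22 DAF, the corresponding numbers against 17 and 27 DAF were 1432 in abnormal and 818 in normal fruits. Among the 2309 unigenes with a mean of at least 10 FPKM over the groups, 813 peaked or dipped in this way at 17 DAF in abnormal and 132 in normal fruits. At 22 DAF, 557 of them did so in abnormal and 95 in normal fruits, so these excursions were not confined to 17 DAF. This way of counting was chosen after the data had been seen. From the concentration of normal–abnormal differences and of changes between stages at 12 and 17 DAF, together with the timing of fruit drop and shoot growth, the paper proposes a transition early in fruit development and concludes that the regulatory genes at these stages matter.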

To compare gene expression patterns between normal and abnormal samples, all DEGs were assigned for *K*-means Clustering analysis based on the similarities in their expression profiles (*P*-value < 0.05). And 7,469 DEGs were classified into 120 clusters (Table S4). Comparing expression profiles in normal and abnormal samples, 536 DEGs presented similar expression profiles between normal and abnormal fruits (Figure S4A). And 6,070 DEGs showed different expression patterns between normal and abnormal samples. Among them, 2,263 genes exclusively presented developmental specific expression patterns in normal or abnormal fruits (Fig. 4A,E), and others presented different expression patterns between normal and abnormal samples (Fig. 4B–D,F–H and Figure S3B).

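As a measure of likeness chosen after the data had been seen, the Pearson r over the 6 stages between the normal and the abnormal values of log2(FPKM + 1) was computed for each listed unigene. It could be computed for 7226 unigenes and had a median of 0.343. An r of at least 0.8 was found for 1140 unigenes, an r below 0 for 2224, and 3862 lay in between. The remaining 1450 were listed at 0 in all groups of 1 fruit type. An r over 6 means has no replicate check, and it is not the clustering the paper used.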

**Figure 4:**
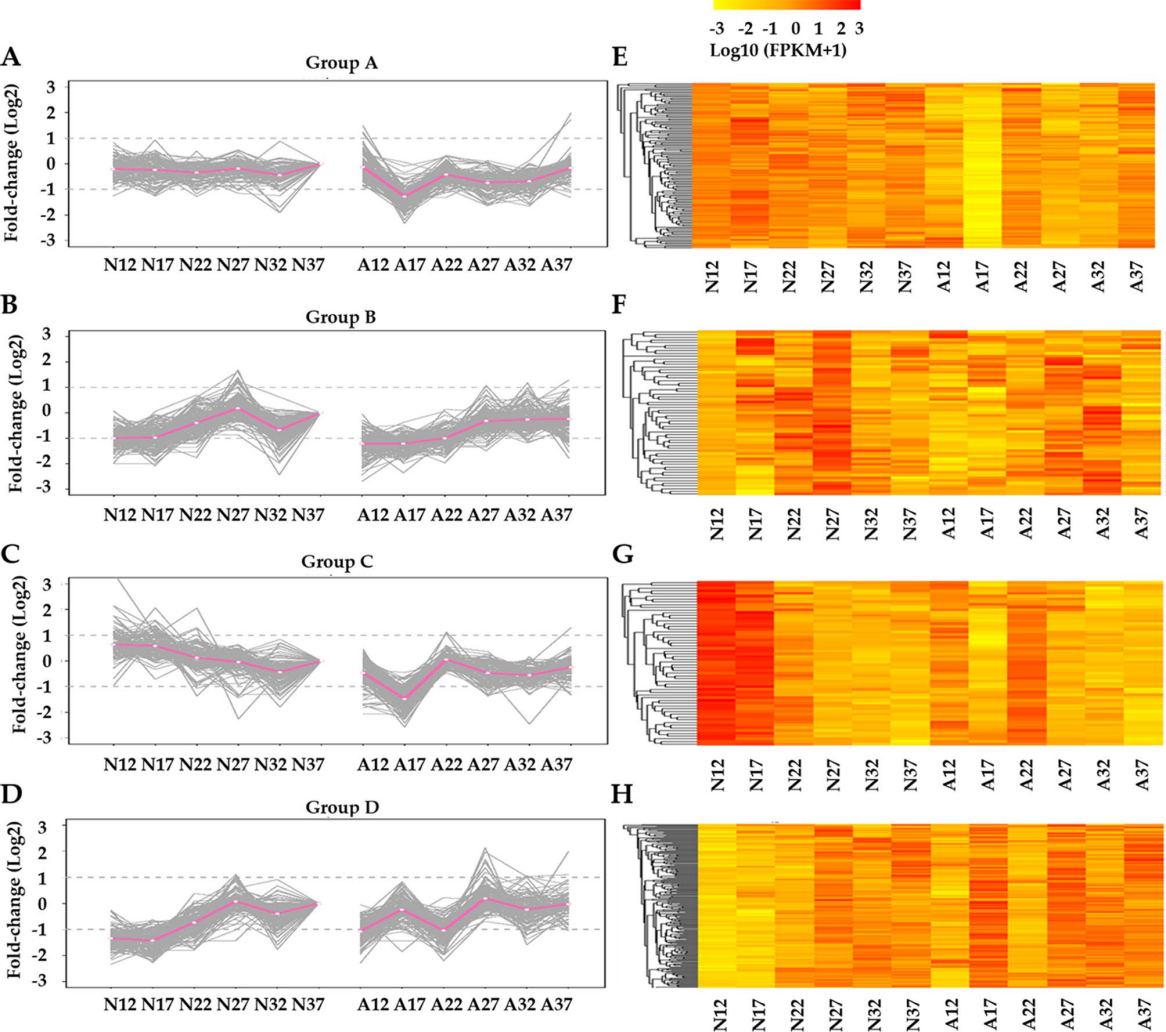
The expression patterns and heatmaps of representative DEGs groups. (**A**–**D**) y-axis gives log2 value of fold change. (**E**–**H**) heatmap presents log10 value of FPKM. The expression patterns were performed using 12 DAF as the baseline. “N12” represents 12 DAF of normal fruits; “A12” represents 12 DAF of abnormal fruits.

Four representative clusters were presented in Fig. 4. In representative group A, genes showed relatively stable expression level from 12 to 37 DAF in normal fruits, while in abnormal fruits these genes displayed a sharp down-regulation at 17 DAF and slightly increased afterwards. This group contained a number of genes that previously reported to function in fruit development and ripening^35–37^, including the genes encoding auxin associated proteins (auxin canalisation and auxin response factor 9) and transcription factors (GUF1 homolog, SPATULA, zinc finger protein ZAT9, TCP2 and Myb/SANT-like DNA-binding domain), as well as probable protein phosphatase 2C. 

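To count unigenes with such a course, those with all 6 normal groups within 1 of their mean in log2(FPKM + 1), a fall of more than 1 from 12 to 17 DAF in abnormal fruits and a rise from 17 to 22 DAF were taken. There were 606 of them, or 6.98% of the listed unigenes, and 199 with the fruit types exchanged. Their median FPKM in normal fruits lay between 12.5 and 17.6 at the 6 stages. In abnormal fruits it was 14.1 at 12 DAF, 2.78 at 17 DAF, 13.7 at 22 DAF and 13.8 at 37 DAF. A median over unigenes chosen for a course shows that course by construction. The courses of groups A to D were taken from the paper's clusters of these same samples, so higher numbers as labelled than with the fruit types exchanged follow from that choice and test nothing.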

In group B, the genes expression was firstly up-regulated and peaked at 27 DAF and then down-regulated in the normal fruits, while in the abnormal fruit these gene slightly increased from 12 to 32 DAF and decreased afterwards. These genes including the ones encoding auxin response factor 6, basic leucine zipper 61 and glycosyl hydrolase family 10. 

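Unigenes whose highest normal value was at 27 DAF, more than 1 above 12 DAF in log2(FPKM + 1), and whose highest abnormal value was at 32 DAF numbered 420, against 82 with the fruit types exchanged. Their median FPKM rose in normal fruits from 0 at 12 DAF to 5.96 at 27 DAF and was 0.626 at 32 DAF. In abnormal fruits it was 0.842 at 27 DAF, 5.17 at 32 DAF and 0.548 at 37 DAF. Median-of-ratios scaling gave 262 unigenes with this course.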

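A further 587 unigenes, some of which can meet other criteria too, were lower at 37 than at 12 DAF in normal fruits by more than 0.5 in log2(FPKM + 1), and in abnormal fruits were lower at 17 than at 12 DAF by more than 0.5, more than 1 below 22 DAF at 17 DAF, and lower at 37 than at 22 DAF. With the fruit types exchanged, 97 unigenes met these criteria. Their median FPKM in normal fruits was 15.3 at 12 DAF, 7.09 at 22 DAF and 2.86 at 37 DAF. In abnormal fruits it was 8.37 at 12 DAF, 0.764 at 17 DAF, 8.90 at 22 DAF and 2.78 at 37 DAF.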

In group C, the expression of genes gradually decreased in normal fruits underlying the developmental stages, while they fell sharply at 17 DAF and went up at 22 DAF then gradually decreased in abnormal fruits. These genes including three UDP-glucosyl transferases, one Alpha-amylase 3 encoding genes, as well as several secondary metabolites biosynthesis associated genes. In group D, genes expression in normal fruits first peaked at 27 DAF and then fell at 32 DAF and later raised again, while in the abnormal fruit these genes presented three peaks at 17, 27 and 37 DAF, respectively. These genes including several transcription factors (TFs) (e.g., *WRKY49*, *MYB44*, *Trihelix TF GT-4*, *PCL1*, *ethylene-responsive TF RAP2-12* and *bZIP43*). 

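A highest normal value among 12 to 32 DAF at 27 DAF, a rise in normal fruits from 32 to 37 DAF, and abnormal values at 17, 27 and 37 DAF above those at the neighbouring stages were found together for 393 unigenes. With the fruit types exchanged the number was 100, and with median-of-ratios scaling it was 229. The median FPKM in normal fruits was 32.8 at 27 DAF, 16.0 at 32 DAF and 28.2 at 37 DAF. In abnormal fruits it was 24.5, 36.0 and 30.0 at 17, 27 and 37 DAF, with 11.5 at 22 DAF and 19.8 at 32 DAF between them.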

The abundance of these representative genes was also shown in the heatmaps displayed in Fig. 4. 

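Across the listed unigenes, the Pearson r between normal and abnormal fruits of the same stage was lowest at 17 DAF, at 0.727. It was 0.825 at 12 DAF, 0.871 at 22 DAF, 0.872 at 27 DAF, 0.902 at 32 DAF and 0.899 at 37 DAF. Spearman's rho gave lower values, with 0.654 at 17 DAF and 0.843 at 37 DAF. Neither measure applies a threshold to the difference between fruit types. The listed unigenes themselves all differ by at least 1 from normal fruits at 12 DAF in some group, which can affect both measures.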

Consistent with the enrichment of stage-specific genes at 17 DAF (Fig. 3) as well as the stage transition at 17 DAF observed in phenotype (Fig. 1A), the clustering analysis also illustrates a clear stage-specific difference at 17 DAF between normal and abnormal fruit samples.

### Functional enrichment of differentially expressed genes

Differentially expressed genes might perform biological roles related to fruit drop. Therefore, we performed Gene Ontology (GO) enrichment analysis to investigate the functions of the differentially induced/repressed genes using agriGO, GOEAST and ggplot2^38–40^. Given the amount of stage-specific DEGs expressed at 17 DAF, we performed GO enrichment analysis of normal-abnormal differentially regulated genes at 17 DAF. As presented in Fig. 5A, we detected significantly enriched terms, including "glucosidase activity”, “oxidoreductase activity” and “beta-glucosidase activity”, at 17 DAF. Together, these results suggest that diverse regulatory mechanisms including multiple carbohydrate and plant hormones signaling pathways dominate in the fruits development. For developmental stage specific genes, a total of 1,859 and 2,225 DEGs from normal and abnormal fruits were assigned to GO terms and were enriched into 20 and 39 GO terms, respectively (hyper geometric test, *P*-value < 0.05). The top 20 enriched GO terms of normal and abnormal samples are shown in Fig. 5B. Developmental stage specific DEGs of normal fruits were significantly enriched in response to nutrient levels and auxin stimulus, whereas the developmental stage specific DEGs of abnormal samples were mainly enriched in response to oxidative stress, jasmonic acid mediated signaling pathway and maltose metabolic process. Alternatively, varied GO terms were observed between normal and abnormal samples.

**Figure 5:**
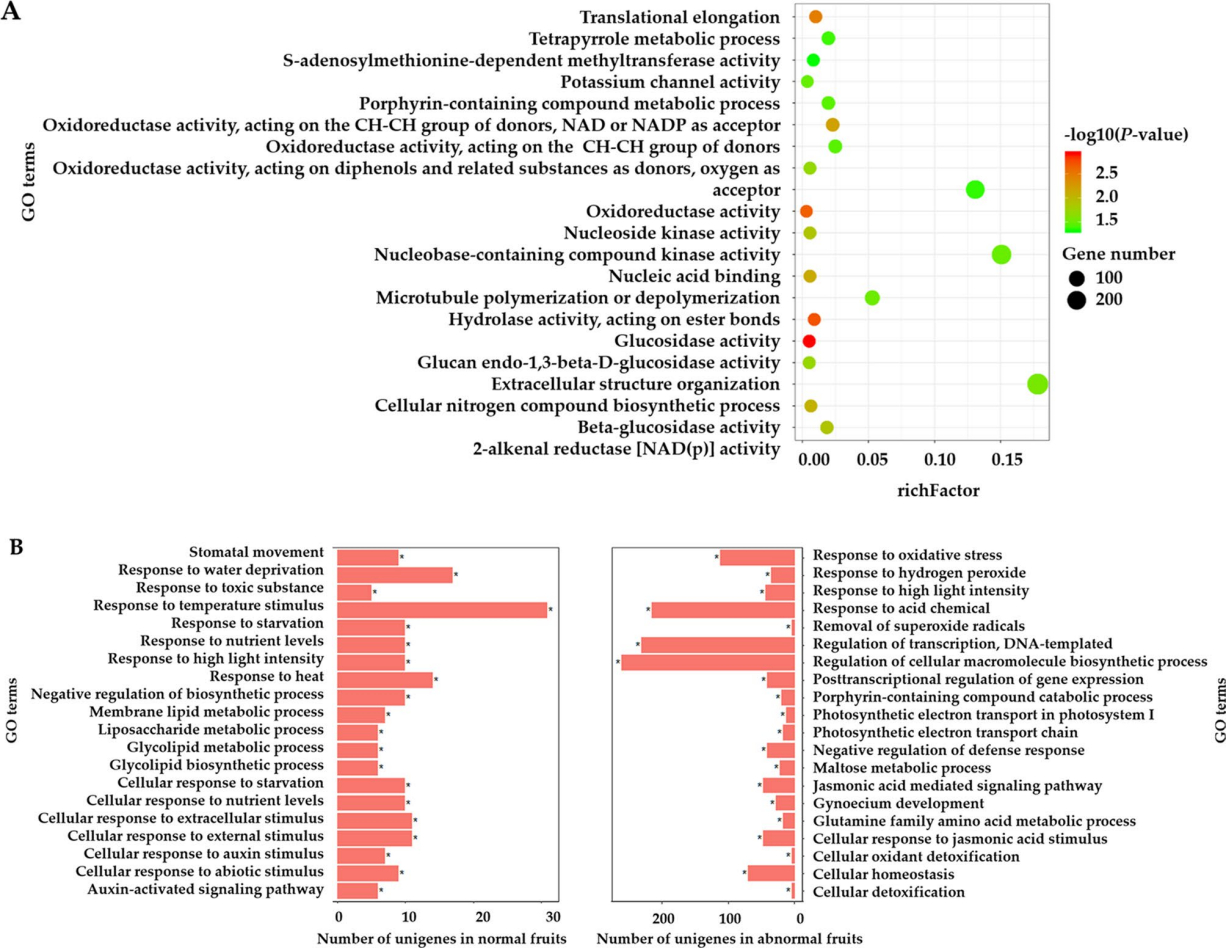
(**A**) Functional enrichment analysis of normal-abnormal differentially expressed genes at 17 DAF; (**B**) Functional enrichment analysis of stage-specific genes in normal and abnormal fruits, respectively.

To further dissect DEGs-involved pathways, normal-abnormal DEGs at different stages were subjected to KEGG enrichment analysis with KOBAS 3.0 . There were 192 and 203 unigenes at 12 and 17 DAF assigned to 13 and 10 KEGG pathways in the KEGG database, respectively, and 43 genes fell into 17 KEGG pathways at other periods (Fig. 6). Interestingly, we found the highly enriched pathways at 12 DAF were related to “protein processing in endoplasmic reticulum”, “RNA transport” and “plant hormone signal transduction” (including IAA13*,* DN26918_c0_g1*).* While the majority of genes at 17 DAF was classified into pathways for “carbon metabolism” (including *fructose-1–6-bisphosphatase, DN18563_c0_g1; lactate/malate dehydrogenase*, *DN15548_c0_g1,* Figure S5), “glycolysis / gluconeogenesis” (including *aldose 1-epimerase*, *DN13867_c0_g1)* and “plant hormone signal transduction” (including *auxin-induced protein 15A, DN18673_c0_g1*; *auxin-responsive protein IAA13*, *DN26918_c0_g2).* The pathway for “peroxisome” (including *peroxidase44*, *DN24026_c1_g1*) was also enriched at 17 DAF. In addition, several carbohydrates associated DEGs (e.g., *malate dehydrogenase, DN15548_c0_g2, succinate dehydrogenase, DN18450_c0_g1*, *citrate synthase 4, DN23508_c0_g1 and NADP-dependent malic enzyme 2, DN7242_c0_g1)* were annotated to be involved in energy production and conversion at both 12 and 17 DAF. 

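In the deposited columns, fructose-1–6-bisphosphatase (DN18563_c0_g1) had 46.6 FPKM in normal and 13.9 in abnormal fruits at 12 DAF (log2 difference −1.68) and 95.4 and 50.3 FPKM at 17 DAF (−0.91). Lactate/malate dehydrogenase DN15548_c0_g1 was listed at 0 in both fruit types at 12 and 17 DAF. Aldose 1-epimerase (DN13867_c0_g1) was listed at 0 in normal and at 0.456 FPKM in abnormal fruits at 17 DAF. Auxin-induced protein 15A (DN18673_c0_g1) had 9.08 and 12.9 FPKM at that stage (0.46). Both unigenes named IAA13 were lower in abnormal fruits at 17 DAF, DN26918_c0_g1 with 34.1 against 7.76 FPKM (−2.00) and DN26918_c0_g2 with 602 against 12.9 FPKM (−5.44). These 2 unigenes come from the same cluster of the assembly, so reads could be divided between them.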

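Malate dehydrogenase DN15548_c0_g2 and succinate dehydrogenase DN18450_c0_g1 were listed at 0 in both fruit types at 12 DAF and in normal fruits at 17 DAF, where abnormal fruits had 1.36 and 0.357 FPKM. Citrate synthase 4 (DN23508_c0_g1) had 2.24 FPKM at 12 DAF and 2.43 FPKM at 17 DAF in normal fruits and was listed at 0 in abnormal fruits at both stages. NADP-dependent malic enzyme 2 (DN7242_c0_g1) was the only 1 of these 4 with values above 100 FPKM. It had 120 FPKM in normal and 173 FPKM in abnormal fruits at 12 DAF (log2 difference 0.53), and 114 and 575 FPKM at 17 DAF (2.32).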

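Enriched pathways were not analysed here. The 12 unigenes that the paper names with their IDs for carbohydrate functions were instead taken as a list, and the median of their log2 differences was set against 10000 random lists of 12 unigenes matched on mean expression. The median was −0.34 at 12 DAF (percentile 6.63), 0.49 at 17 DAF (95.6), −0.40 at 22 DAF (3.27), −0.43 at 27 DAF (4.65), −0.08 at 32 DAF (7.65) and −0.35 at 37 DAF (0.27). At 37 DAF it lay outside the central range of the random lists, −0.18 to 0.15, which leaves out 2.5% of them at each end. At the other stages it lay inside. With a pseudocount of 0.1, the percentile at 17 DAF was 99.9. At 17 DAF, 5 of the 12 were higher and 3 lower in abnormal fruits by more than 1, and at 12 DAF 1 was higher and 5 were lower. The study chose these unigenes from these samples, so the list is not independent of them, and the percentiles describe these groups without a replicate check.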

We also observed that carbohydrate-related pathways or metabolisms were enriched across all the six stages, including the fatty acid metabolism at 22 DAF, glycerolipid metabolism at 27 DAF, carbon metabolism at 32 DAF, as well as the term of glycolysis/gluconeogenesis at 37 DAF, confirming that the carbohydrate-related pathway or metabolism might respond to fruitlet development in almond, which is in line with the findings in litchi and other fruits^13,19,20^. Differently, the pathway of “cutin, suberine and wax biosynthesis” was classified at both 27 and 32 DAF. As we know, cutin and suberine are polymer matrices for cell wall barriers that function in protecting plants from stresses and controlling plant morphology^41^.

**Figure 6:**
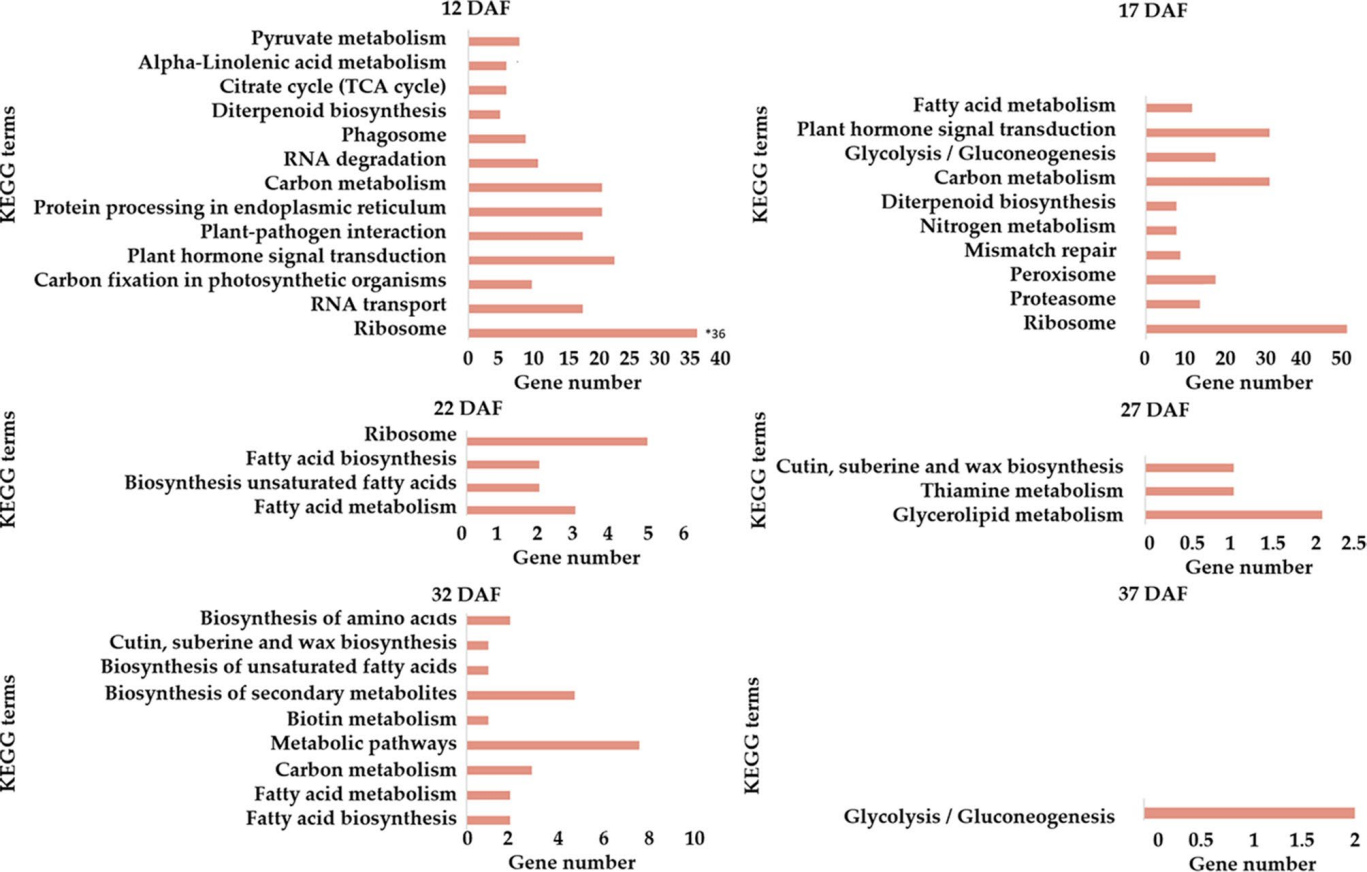
KEGG enrichment analyses of DEGs between normal and abnormal almond at six stages.

### Experimental validation of selected DEGs by RT-qPCR at different periods

In order to validate the transcriptional expression levels of differentially expressed unigenes in normal and abnormal fruits determined by RNA-seq data, we employed quantitative real-time PCR (RT-qPCR) assay to assess 14 randomly selected DEGs (Fig. 7 and Figure S6A). 

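In the deposited FPKM, 8 of the 14 unigenes chosen for RT-qPCR differed by more than 1 in log2(FPKM + 1) at 12 DAF (4 higher and 4 lower in abnormal fruits) and 10 at 17 DAF (5 higher and 5 lower). None did at 22 and 27 DAF, 3 did at 32 DAF and 2 at 37 DAF, all of them lower in abnormal fruits. The absence at 22 and 27 DAF depended on the setting. At 22 DAF, DN20506_c0_g1 had 0.98, but 1.08 with scaling to the same total and 1.26 with median-of-ratios scaling. Median-of-ratios scaling also gave 1.08 for DN19594_c0_g1 at that stage. At 27 DAF, a pseudocount of 0.1 gave −1.08 for DN20503_c0_g2, −1.04 for DN24026_c1_g1 and −1.02 for DN26787_c1_g1. Fructose-bisphosphate aldolase (DN27174_c3_g1) had 394 FPKM in normal and 979 FPKM in abnormal fruits at 12 DAF. Acyl-[acyl-carrier-protein] desaturase 6 (DN20506_c0_g1) had 49.9 and 504 FPKM at that stage, a log2 difference of 3.31. Probable alkaline/neutral invertase B (DN27666_c0_g1) was lower in abnormal fruits at 17 DAF, with 12.2 against 69.0 FPKM (−2.41), and so was the unigene with a Myb-like DNA-binding domain, DN21330_c0_g1 (−1.12). Glycosyl hydrolases family 28 (DN20503_c0_g2) rose at that stage from 1.03 to 53.1 FPKM (4.73), and nucleotide-diphospho-sugar transferase (DN27333_c2_g3) from 1.78 to 8.96 FPKM (1.84). Multicopper oxidase (DN19594_c0_g1) differed most at 37 DAF, with 152 FPKM in normal and 2.26 FPKM in abnormal fruits (−5.55). The RT-qPCR measurements were not analysed here.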

The RT-qPCR results showed overall consistent profiles with the RNA-seq data (the overall correlation coefficient of *R* = 0.754, *P*-value < 0.001, Figure S6B). These results demonstrate that there is a good consistence between RNA-seq data and RT-qPCR results in our study, which confirmed the reliability of our RNA-seq data analysis.

**Figure 7:**
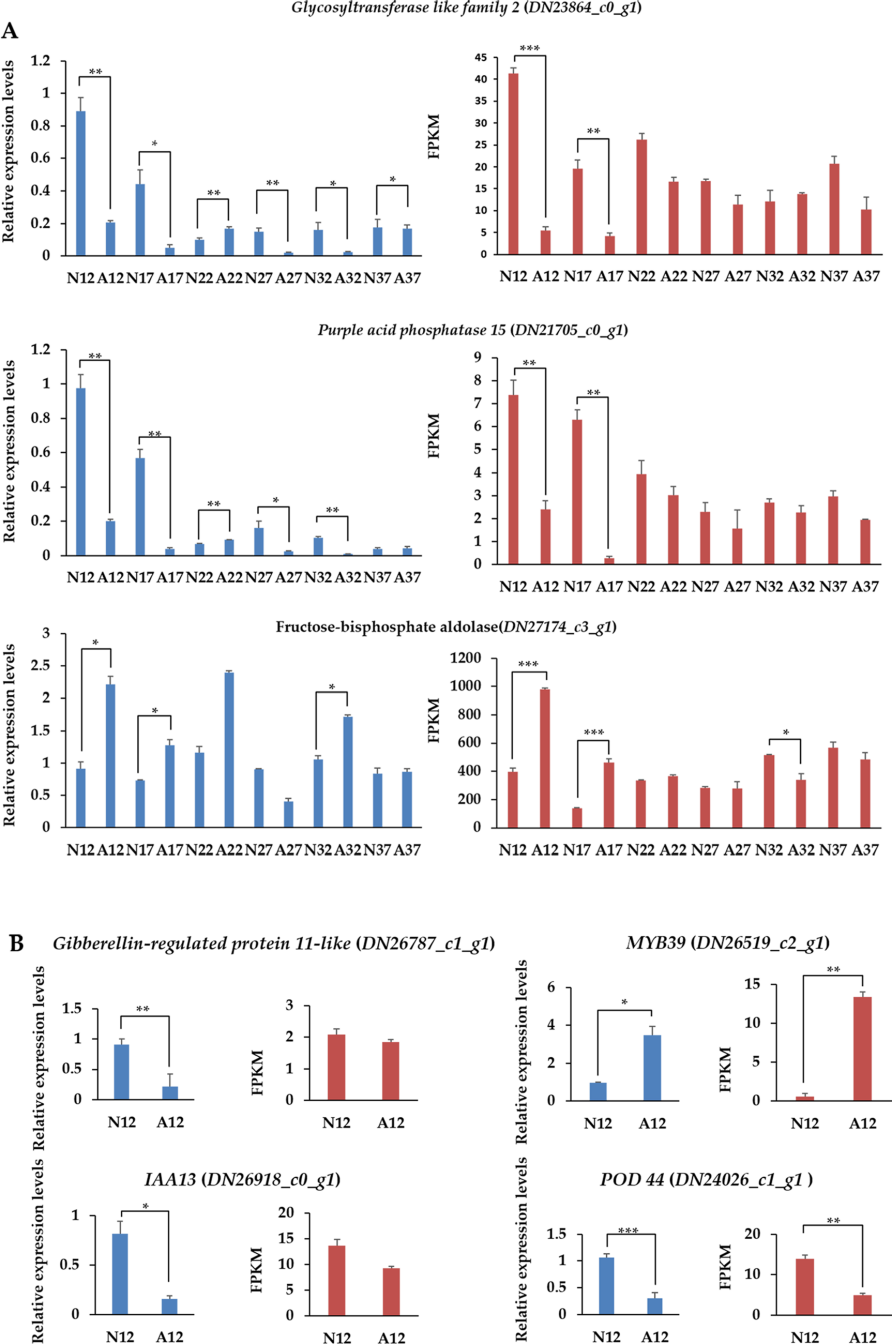
Relative expression analysis of six randomly selected DEGs related to almond fruitlet abnormally development. (**A**) Overall expression levels of *glycosyltransferase like family 2* and *purple acid phosphatase 15* across different developmental stages; (**B**) Expression levels of DEGs at specific stages. Bars give standard errors (n = 3). *N* normal, *A* abnormal. Blue, RT-qPCR analysis; red, RNA-seq analysis. *P*-values indicate statistical significance (*P < 0.05, **P < 0.01, ***P < 0.001).

Glycosyltransferases (GTs) are enzymes that creating a glycosidic bond between a sugar molecule and a specific acceptor, which can be other sugars, proteins, lipids and small molecules^42^, and plant cell walls are composed of complex polysaccharides that require many GTs for their synthesis^43^. Comparing to normal fruits, both *glycosyltransferase like family 2* (*DN23864_c0_g1*) and *PAP15* (*DN21705_c0_g1*) were down-regulated in abnormal fruits at 12 and 17 DAF. In addition, there was a sharp reduction at 17 DAF and following a re-increment at 22 DAF during the whole abnormal development, and the expression profiles of both genes in abnormal samples were mostly lower than those in normal fruits. 

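The authors' mean for glycosyltransferase like family 2 (DN23864_c0_g1) was 41.3 FPKM in normal and 5.51 FPKM in abnormal fruits at 12 DAF, a log2 difference of −2.70, and 19.6 against 4.18 FPKM at 17 DAF (−1.99). For PAP15 (DN21705_c0_g1) it was 7.37 against 2.39 FPKM at 12 DAF (−1.30) and 6.29 against 0.288 FPKM at 17 DAF (−2.50).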

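In abnormal fruits, log2(FPKM + 1) of glycosyltransferase like family 2 changed by −0.33 from 12 to 17 DAF and by 1.76 from 17 to 22 DAF, where it had 16.6 FPKM. For PAP15 the changes were −1.40 and 1.64, with 3.01 FPKM at 22 DAF. PAP15 was lower in abnormal than in normal fruits at 6 of 6 stages. Glycosyltransferase like family 2 was lower at 5 of 6, and at 32 DAF it had 13.8 FPKM in abnormal and 12.2 FPKM in normal fruits. From 22 to 37 DAF, no difference of either gene between the fruit types was larger than 1 in log2(FPKM + 1).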

Purple acid phosphatase (PAP) is an enzyme family that demonstrates a violet color in solution, it confers shoot growth stimulation, enhances osmotic stress tolerance and ABA insensitivity. PAPs also present peroxidase activity and function in the production of ROS in plant response to stresses^44^. They may act as multifunctional enzymes and play crucial roles in plant growth and development under normal or stressed environment^45^. *Arabidopsis PAP15* exhibits phytase activity and could function in enhancing cell wall synthesis by supplying additional myoinositol from phytate^45^. The overall reduction of *glycosyltransferase like family 2* and *PAP15* at six stages illustrates that the fruit development including the cell wall modifying related processes were influenced after the initiation of the abnormal development signaling in early stages.

In addition to the decreased expression level of genes encoding enzymes, the activity of a transcription factor *MYB39* (*DN26519_c2_g1*) was highly increased in abnormal fruit at 12 DAF. 

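MYB39 (DN26519_c2_g1) had 0.580 FPKM in normal and 13.4 FPKM in abnormal fruits at 12 DAF, a log2 difference of 3.18 on the log2(FPKM + 1) scale. At 17 DAF the difference was larger, with 0.159 against 24.3 FPKM (4.45). At 22 DAF the values were 0.907 and 1.11 FPKM (0.15), and at 32 DAF 0.801 and 2.07 FPKM (0.77).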

Multiple members from MYB and bZIP families have been previously characterized to be critical regulators to developmental or environmental stimuli in apple^46^, strawberry^47^ and peach^48,49^, and *MYB39* was indicated to regulate the flavonoid biosynthetic pathway in strawberry^50^. Here, the identification of this gene in almond indicates its possible regulatory role in regulating the almond fruit development via a flavonoid associated pathway.

## Discussion

In this study, we constructed a transcriptome of normal and abnormal fruitlets from 12 DAF till 37 DAF. A total of 33,577 unigenes were assembled with a N50 of 1,698 nt. Since there is no reference genome of almond, we further annotated the almond unigenes to public databases (COG, GO, KEGG, KOG, Pfam, Swiss-Prot, eggnog and NR) with Trinotate pipeline. There were 22,182 (66.1%) unigenes annotated, indicating that one third of the assembled unigenes own no significant known homologs in close species, as suggested in Plum^51^. Among this information, the annotation using NR database showed that the most matched species is *Prunus persica* (52.24%), which is a genetically and evolutionarily correlated species with almond. Hence, the unannotated unigenes could be almond specific with unknown functions, and the corresponding transcriptome information of almond could be served as useful datasets for almond further study in fruit developmental processes.

Fruit is an organ that depends mainly on nutrients supplied by other parts of the plant. In the early stage of fruit development, the growing shoots and fruits compete for limited nutrient and carbohydrate resources^9^. Carbohydrates like sugars play crucial roles in plant development by fueling cellular carbon and energy metabolism, as well as by being signaling molecules^52^. The assimilate movement of carbohydrates was tracked using ^14^C, which proved a competition of carbohydrates between the process of shoot elongation and fruit development after anthesis^10^. Artificial shading could lead to fruit abscission owing to the decreasing photosynthesis, which further aggravates the nutrient competition among organs^11,53^. Considering the importance of optimal fruit set^54,55^, relatively low fruit set ratio and high abscission percentage in almond call for more researches to address the related developmental mechanisms^5^. Many biological studies have been conducted underlying physiological and molecular mechanisms associated with fruit abscission on apple^11^, litchi^12^, Macadamia^56^ and other fruits, however, there is no molecular understanding of the abnormally developed fruitlets signaling at the transcriptional level in almond. Therefore, the main objective of our study was to identify genes that participate in almond fruit developmental process that are expected to be differentially expressed following anthesis.

In this study, we found that a number of differentially expressed unigenes with known function fell into the categories associated with carbon metabolism, carbon fixation in photosynthetic organisms and plant hormone signal transduction. Furthermore, the carbohydrate-related pathways or metabolisms were found enriched across all the six stages. Consistently, in litchi, the GO and KEGG analyses revealed that diverse metabolisms and pathways including carbohydrate metabolism, phytohormone signals, transcription factor activity and cell wall modification were significantly enriched among the genes involved in the early fruit abscission process^20^. Hence, we propose that the carbohydrate-related pathways or metabolisms might also take dominant roles in the abnormal fruitlet development in almond. In the meantime, we observed DEGs involved in carbon fixation in photosynthetic organisms and plant hormone signal transduction were enriched at 12 and 17 DAF, while the number of these genes decreased in later stages. These results suggest that the energy consumption of carbohydrates for maintaining the fruit development occurred in the early stage, and the signal already initiated at 12 DAF. This observation is consistent with the fruit abscission study on litchi, where younger fruitlets were used and the energy consumption occurred at a relative late stage^20^.

Cutting off carbohydrate supply by physical treatments induced 100% longan fruit abscission, and a burst of reactive oxygen species (ROS) occurred in the plasma membrane and cell walls following treatments. In the meantime, activities of antioxidant enzymes including superoxide dismutase, catalase, and POD were all enhanced^14^. 

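POD44 had 10.7 FPKM in normal and 16.2 FPKM in abnormal fruits at 17 DAF, a log2 difference of 0.56. At 12 DAF it had 13.9 and 4.95 FPKM (−1.32). The largest difference was found at 32 DAF, with 125 FPKM in normal and 13.6 FPKM in abnormal fruits (−3.11).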

In this study, the expression of *POD44* (*DN24026_c1_g1*) in abnormally developed samples was increased comparing with that in normal samples at 17 DAF. There was a peroxisome KEGG pathway enriched at 17 DAF, moreover, the clustering analysis and the phenotype stage transition present a major transition occurring at 17 DAF in the abnormally developed fruit.

Additionally, we identified a few auxin, ethylene and ABA responsive genes, as well as several gibberellins regulated genes. 

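At 12 DAF, the unigene DN26918_c0_g1 (IAA13) had 13.6 FPKM in normal and 9.24 FPKM in abnormal fruits, a log2 difference of −0.52. The second unigene of that name, DN26918_c0_g2, had 530.5 and 399.6 FPKM (−0.41). Gibberellin-regulated protein 11-like (DN26787_c1_g1) had 2.08 and 1.85 FPKM at 12 DAF (−0.11). At 17 DAF it was higher in abnormal fruits, with 2.83 against 5.09 FPKM (0.67). It was lower in abnormal fruits at the late stages, with 47.1 against 22.4 FPKM at 32 DAF (−1.04) and 208 against 60.5 FPKM at 37 DAF (−1.76).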

Compared with the expression in normal fruit at 12 DAF, the gene expression of both *IAA13* (*DN26918_C0_g1*) and *gibberellin-regulated protein 11-like* (*DN26787_C1_g1*) in the abnormal sample was strongly declined. However, at 12 DAF, the abscisic acid receptors *PYL4* (DN23029_c0_g1), *PYL8* (*DN22391_c0_g1*), *PYR1* (DN24477_C0_g1) showed relatively higher expression levels in abnormal fruits than in normal fruits. 

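At 12 DAF, DN23029_c0_g1, which Table S5 lists as PYR1, had 40.0 FPKM in normal and 129 FPKM in abnormal fruits (log2 difference 1.67). DN24477_c0_g1 had 116 and 276 FPKM (1.24), and PYL8 had 18.5 and 19.7 FPKM (0.09). At 17 DAF the differences were 0.17, 0.76 and 0.92, respectively, and at 37 DAF they were 0.44, 0.41 and 0.40. In between they were −0.06, −0.73 and −0.73 at 22 DAF, −0.36, −0.34 and 0.07 at 27 DAF, and −0.43, −0.28 and −0.25 at 32 DAF. For DN23029_c0_g1 at 22 DAF, scaling to the same total gave 0.03 and median of ratios 0.21.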

Plant hormones have long been well studied for their importance in fruit development, and this involves auxin, gibberellin, cytokinin, abscisic acid (ABA) and ethylene that undergo major change^57,58^. In general, ethylene and jasmonic acid accelerate fruit abscission, while auxin and gibberellin inhibit abscission^59^. It is widely believed that the endogenous balance of auxin and ethylene plays an important role in fruit abscission. In litchi, the auxin responsive genes were repressed in the dropped fruit induced by girdling plus defoliation^20^. In addition, a previous study on the relationship between the “June drop” of almond fruits and the fruit IAA levels proposed that the decreased IAA levels lead to a higher percentage of fruit abscission^60^. Therefore, apart from the dominant role of carbohydrates in fruit development, the plant hormones of IAA and GA are also likely to participate in the regulation of abnormal development.

Based on these results, we speculate that the developmental signals in almond fruitlet initiates at an earlier phase. Fruits may first perceive carbohydrate stress caused by the competition between fruit enlargement and rapid shoot growth. Then, the sugar starvation in fruits might stimulate the induction of plant hormone signal transduction (e.g., auxin and GA) and sucrose metabolism (e.g., *glycosyl hydrolase family 1*, *3*, *9*, *14*, *28*), and further enhance the activities of antioxidant enzymes (e.g., *POD44*) and TFs (e.g., *MYB39*, *AP2* and *bZIP43*). This process is also accompanied by other metabolisms and pathways, such as protein processing in endoplasmic reticulum and fatty acid metabolism as well as cell wall modification, and finally leads to the fruit abscission.

To conclude, our study provides the preliminary insights into the regulatory genes that possibly function in the second and third fruit drop stages of almond fruit development. Those genes were mainly involved in the carbon signaling, hormone and ROS pathways. The identification of these candidate genes could be helpful for understanding the molecular mechanisms involved in almond abscission. Therefore, further physiological and functional studies are required to clarify these findings in the future. Meanwhile, considering the correlation between gene patterns and observed morphological changes at 12 and 17 DAF, we suggest that more attention should be paid to these stages in cultivation. Furthermore, it will be informative to integrate our transcriptome data with trait-associated markers identified by previous population studies.

## Materials and methods

### Plant material and experimental design

The almond cultivar ‘ZhiPi’ was used for our study. The trees were planted in Shache county of Kashi city, Xinjiang province in 2001. They were grown in sandy soil at pH 7.9. The soil contained 11.8% organic matter, alkali nitrogen of 74.9 mg/kg, organophosphorus of 15.6 mg/kg, and quick-acting potassium of 144.2 mg/kg. The spacing of the trees was 6 × 7 m. All the almond trees were managed regularly.

From April to May in 2015, 30 almond trees with a consistent growth state were randomly selected for phenotypic investigation and sampling. The number of normal growing fruits and abnormal fruits at six time points (12, 17, 22, 27, 32 and 37 day after flowering, DAF) was counted, respectively. Meanwhile, the length of new shoot was measured for five replicates of each tree. The growth state of the fruits at 32 DAF in Fig. 1B was photographed in the sampling field. The sampling was conducted at 10 o'clock in the morning, and fruits without shade located in the southern part of the tree were selected. Normally developed and diapause atrophy fruits (abnormally developed) in the same branch were observed, recorded and sampled, respectively. For each replicate, 10–15 fruits were collected from each plant of the same cultivar. The fruits were then cut into small pieces and mixed, and sent for subsequent RNA extraction and further high-throughput sequencing.

### Total RNA extraction, cDNA library construction and RNA-seq

Total RNA was extracted from each fruit sample using RNAiso Plus (Takara). cDNA was generated in 25-μl reaction mixtures containing 2 μg DNAse I-treated RNA, 200 U M-MLV reverse transcriptase (Takara), 40 U Recombinant RNase Inhibitor (Takara) and 0.1 μΜ oligo (dT) 18 primer. Library construction and quality detection were completed by the Biomarker company (Beijing, China). RNA quality and integrity were analyzed using an Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). By using the TruSeq PE Cluster Kit v3-cBot-HS (Illumia), the index-coded samples were clustered following the manufacturer’s instructions. Finally, the libraries were loaded into an Hiseq 2500 (Illumina, USA) for pair-end model sequencing (101 bp).

### Bioinformatics analysis

We removed the RNA-seq reads that containing adaptors, with 5% sequencing errors and/or *q*-value less than 25, to obtain clean reads. Next, we performed de novo assembly using Trinity program^29^. The longest sequences of the redundant transcripts were considered as representative unigenes and subjected to downstream functional annotation and coding sequence (CDS) prediction.

The CDS were predicted using Trinotate v3.1.1 (https://trinotate.github.io/) method as follows: the unigenes were aligned to NCBI GenBank Non-Redundant Protein Sequences (NR) and Swiss-Prot databases, Clusters of Orthologous Groups (COG), eukaryotic Orthologous Groups (KOG), Evolutionary genealogy of genes: Non-supervised Orthologous Groups (eggNOG v4.5.1), Pfam database v31.0 (https://pfam.xfam.org), Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) by BLAST with *E*-value cut-off of 1 × 10^–5^. The best matches were used to predict the putative coding sequence region and determine the 5–3′orientation.

Clean reads were aligned back to the assembled unigenes using Bowtie2. The read counts estimated by RSEM software^61^ were normalized by DESeq2, and were used to calculate Fragments Per Kilobase of transcript per Million fragments mapped (FPKM) according to the effective length of genes and the library size (total number of reads). Then we estimated the significance of differential expression with DESeq2. Differentially expressed genes were selected with following criteria: *P*-value < 0.05 and |log2FoldChange|> 1 between two samples. GO enrichment analysis was subsequently performed for the DEGs using agriGO based on hyper geometric test (*P*-value < 0.05)^62^. KEGG enrichment analysis of the DEGs was carried out using KEGG Orthology^63^ and KOBAS 3.0 (Available online: https://kobas.cbi.pku.edu.cn) based on the hyper-geometric test (*P*-value < 0.05).The pipeline of the RNA-seq analysis could be found in Figure S7.

### Reverse transcription and real-time PCR

In this study, to reduce the variations caused by field environments, the RNA-seq samples were retrieved from three independent trees, and we used three biological replicates for the RT-qPCR assay. Two micrograms of total RNA for each sample were subjected to DNA digestion, and the mRNA were reverse-transcribed into cDNA with EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix Kit (Transgene Biotech, Beijing, China). The synthesized cDNA was diluted tenfold and 2 μL of the dilution was used for real-time PCR. The actin gene was set as the internal control, and the relative gene expression was quantified using the 2^−ΔΔCt^ method^64^. All RT-qPCR reactions were conducted in at least three biological replicates with an annealing temperature of 60 °C and a total of 40 cycles of amplification. The related primers used for real-time PCR are listed in Table S5.

### Statistical analysis

For the statistical analysis, R programming language (version 3.5.1) was used. Expression correlation was calculated with least squares linear regression in R. To test significance between the expression levels of normal and abnormal pairs, Student's *t-test* was performed.

## Supplementary information

Supplementary Information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

## Data Availability

The RNA-seq datasets and the fastq-formatted sequences are available in in NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/) under accession GSE138034.

## References

[1] Gharaghani A, Solhjoo S, Oraguzie N (2017). A review of genetic resources of almonds and stone fruits (*Prunus* spp.) in Iran. Genet. Resour. Crop Evol..

[2] Company RSIG, Thomas M (2017). Almonds: Botany, Production and Uses.

[3] Gustafson W, Morrissey T, Bish C (1989). Plant exploration and germplasm collection of cold hardy woody plants for Nebraska from the People’s Republic of China.

[4] 4FAOSTAT. <https://www.fao.org/faostat/en/#data/QC> (2017).

[5] Godini A (2002). Almond fruitfulness and role of self-fertility. Acta Hort..

[6] Li C, Wang Y, Ying P, Ma W, Li J (2015). Genome-wide digital transcript analysis of putative fruitlet abscission related genes regulated by ethephon in litchi. Front. Plant Sci..

[7] Wong D, Gutierrez RL, Dimopoulos N, Gambetta G, Castellarin S (2016). Combined physiological, transcriptome, and cis-regulatory element analyses indicate that key aspects of ripening, metabolism, and transcriptional program in grapes (*Vitis vinifera* L.) are differentially modulated accordingly to fruit size. BMC Genom..

[8] Yuan R, Kender WJ, Burns JK (2003). Young fruit and auxin transport inhibitors affect the response of MatureValencia'Oranges to abscission materials via changing endogenous plant hormones. J. Am. Soc. Hortic. Sci..

[9] Lakso A, Wünsche J, Palmer J, Corelli Grappadelli L (1999). Measurement and modeling of carbon balance of the apple tree. HortScience.

[10] Quinlan JD, Preston AP (1971). The influence of shoot competition on fruit retention and cropping of apple trees. J. Horticult. Sci. Biotechnol..

[11] Zhu H (2011). Transcriptomics of shading-induced and NAA-induced abscission in apple (*Malus domestica*) reveals a shared pathway involving reduced photosynthesis, alterations in carbohydrate transport and signaling and hormone crosstalk. BMC Plant Biol..

[12] Li C (2013). De novo assembly and characterization of fruit transcriptome in Litchi chinensis Sonn and analysis of differentially regulated genes in fruit in response to shading. BMC Genom..

[13] Gómez-Cadenas A, Mehouachi J, Tadeo FR, Primo-Millo E, Talon M (2000). Hormonal regulation of fruitlet abscission induced by carbohydrate shortage in citrus. Planta.

[14] Yang Z (2015). Burst of reactive oxygen species in pedicel-mediated fruit abscission after carbohydrate supply was cut off in longan (*Dimocarpus longan*). Front. Plant Sci..

[15] Basak A (2011). Efficiency of fruitlet thinning in apple ‘Gala Must’by use of metamitron and artificial shading. J. Fruit Ornam. Plant Res.

[16] Byers R, Carbaugh D, Presley C, Wolf T (1991). The influence of low light on apple fruit abscission. J. Horticult. Sci..

[17] McArtney S, White M, Latter I, Campbell J (2004). Individual and combined effects of shading and thinning chemicals on abscission and dry-matter accumulation of ‘Royal Gala’apple fruit. J. Hortic. Sci. Biotechnol..

[18] Nicolás E, Lescourret F, Génard M, Bussi C, Besset J (2006). Does dry matter partitioning to fruit in early-and late-ripening peach (*Prunus persica*) cultivars confirm the branch autonomy theory?. J. Hortic. Sci. Biotechnol..

[19] Nzima MD, Martin GC, Nishijima C (1999). Effect of fall defoliation and spring shading on shoot carbohydrate and growth parameters among individual branches of alternate bearing Kerman'pistachio trees. J. Am. Soc. Hortic. Sci..

[20] Li C (2015). An improved fruit transcriptome and the identification of the candidate genes involved in fruit abscission induced by carbohydrate stress in litchi. Front. Plant Sci..

[21] Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT StringTie and Ballgown. Nat. Protoc..

[22] 22Henschel, R. *et al.* Trinity RNA-Seq assembler performance optimization. *XSEDE’12 Proceedings of the 1st Conference of the Extreme Science and Engineering Discovery Environment: Bridging from the eXtreme to the campus and beyond (Chicago, Illinois, USA, July 16–20, 2012)* (2012).

[23] Karimi M (2016). The small-RNA profiles of almond (Prunus dulcis Mill.) reproductive tissues in response to cold stress. PLoS ONE.

[24] Wang J (2015). Mongolian almond (Prunus mongolica Maxim): the morpho-physiological, biochemical and transcriptomic response to drought stress. PLoS ONE.

[25] Mousavi S (2014). De novo transcriptome assembly and comparative analysis of differentially expressed genes in Prunus dulcis Mill. in response to freezing stress. PLoS ONE.

[26] Gómez EM, Buti M, Sargent DJ, Dicenta F, Ortega E (2019). Transcriptomic analysis of pollen-pistil interactions in almond (Prunus dulcis) identifies candidate genes for components of gametophytic self-incompatibility. Tree Genet. Genomes.

[27] Sánchez-Pérez R (2019). Mutation of a bHLH transcription factor allowed almond domestication. Science.

[28] Prudencio, A., Dicenta, F. & Martínez-Gómez, P. Gene expression analysis of flower bud dormancy breaking in almond using RNA-Seq. *In Proceedings of the VII International Symposium on Almonds & Pistachios (Adelaida, Australia, November 5–9, 2017)*, 119–124 (2017).

[29] Haas BJ (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nat. Protoc..

[30] Velasco D, Hough J, Aradhya MK, Rossibarra J (2016). Evolutionary genomics of peach and almond domestication. G3 Genes Genomes Genet..

[31] Yu Y (2018). Genome re-sequencing reveals the evolutionary history of peach fruit edibility. Nat. Commun..

[32] Verde I (2017). The Peach v2.0 release: High-resolution linkage mapping and deep resequencing improve chromosome-scale assembly and contiguity. BMC Genom..

[33] Trapnell C (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol..

[34] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[35] De Jong M (2015). Solanum lycopersicum AUXIN RESPONSE FACTOR 9 regulates cell division activity during early tomato fruit development. J. Exp. Bot..

[36] Groszmann M, Paicu T, Smyth DR (2008). Functional domains of SPATULA, a bHLH transcription factor involved in carpel and fruit development in Arabidopsis. Plant J..

[37] Seymour GB, Østergaard L, Chapman NH, Knapp S, Martin C (2013). Fruit development and ripening. Annu. Rev. Plant Biol..

[38] Zheng Q, Wang X-J (2008). GOEAST: A web-based software toolkit for gene ontology enrichment analysis. Nucleic Acids Res.

[39] Goswami S (2016). SSH analysis of endosperm transcripts and characterization of heat stress regulated expressed sequence tags in bread wheat. Front. Plant Sci..

[40] Wickham H (2016). ggplot2: elegant graphics for data analysis.

[41] Pollard M, Beisson F, Li Y, Ohlrogge JB (2008). Building lipid barriers: Biosynthesis of cutin and suberin. Trends Plant Sci..

[42] Gloster TM (2014). Advances in understanding glycosyltransferases from a structural perspective. Curr. Opin. Struct. Biol..

[43] Zhong R, Ye Z-H (2003). Unraveling the functions of glycosyltransferase family 47 in plants. Trends Plant Sci..

[44] Del Pozo JC (1999). A type 5 acid phosphatase gene from Arabidopsis thaliana is induced by phosphate starvation and by some other types of phosphate mobilising/oxidative stress conditions. Plant J..

[45] Zhang W, Gruszewski HA, Chevone BI, Nessler CL (2008). An Arabidopsis purple acid phosphatase with phytase activity increases foliar ascorbate. Plant Physiol..

[46] Jian-Jie G (2011). Forced expression of Mdmyb10, a myb transcription factor gene from apple, enhances tolerance to osmotic stress in transgenic Arabidopsis. Mol. Biol. Rep..

[47] Wang X, Chen X, Yang T, Cheng Q, Cheng Z (2017). Genome-wide identification of bZIP family genes involved in drought and heat stresses in strawberry (Fragaria vesca). Comp. Funct. Genom..

[48] Zhou Y (2014). Transcriptome analysis and transient transformation suggest an ancient duplicated MYB transcription factor as a candidate gene for leaf red coloration in peach. BMC Plant Biol..

[49] Rai MK, Shekhawat NS (2014). Recent advances in genetic engineering for improvement of fruit crops. Plant Cell Tissue Organ Cult..

[50] Zhang Y (2015). Transcript quantification by RNA-seq reveals differentially expressed genes in the red and yellow fruits of Fragaria vesca. PLoS ONE.

[51] Fang Z-Z, Zhou D-R, Ye X-F, Jiang C-C, Pan S-L (2016). Identification of candidate anthocyanin-related genes by transcriptomic analysis of ‘Furongli’plum (Prunus salicina Lindl.) during fruit ripening using RNA-seq. Front. Plant Sci..

[52] Rolland F, Baena-Gonzalez E, Sheen J (2006). Sugar sensing and signaling in plants: conserved and novel mechanisms. Annu. Rev. Plant Biol..

[53] Morandi B (2011). Shading decreases the growth rate of young apple fruit by reducing their phloem import. Sci. Hortic..

[54] Tombesi S, Lampinen B, Metcalf S, DeJong T (2016). Yield in almond is related more to the abundance of flowers than the relative number of flowers that set fruit. Calif. Agric..

[55] 55Polito, V., Micke, W. & Kester, D. Bud development, pollination and fertilization. *Almond Production Manual. University of California Publication*, 98–102 (1996).

[56] Sakai WS, Nagao MA (1985). Fruit growth and abscission in Macadamia imtegrifolia. Physiol. Plant..

[57] McAtee P, Karim S, Schaffer RJ, David K (2013). A dynamic interplay between phytohormones is required for fruit development, maturation, and ripening. Front. Plant Sci..

[58] Srivastava A, Handa AK (2005). Hormonal regulation of tomato fruit development: A molecular perspective. J. Plant Growth Regul..

[59] Estornell LH, Agusti J, Merelo P, Talon M, Tadeo FR (2013). Elucidating mechanisms underlying organ abscission. Plant Sci..

[60] Koukourikou-Petridou MA (2003). The relation between the levels of extractable and diffusible IAA in almond fruits and their “June drop”. Plant Growth Regul..

[61] Li B, Dewey CN (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[62] Tian T (2017). AgriGO v20: a GO analysis toolkit for the agricultural community, 2017 update. Nucleic Acids Res.

[63] Kanehisa M, Goto S, Kawashima S, Okuno Y, Hattori M (2004). The KEGG resource for deciphering the genome. Nucleic Acids Res.

[64] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2−ΔΔCT method. Methods.

# Supplementary material for: Developmental transcriptome profiling uncovered carbon signaling genes associated with almond fruit drop
**Source:** Sci Rep. 2021 Feb 9;11:3401. doi: 10.1038/s41598-020-69395-z

# Developmental Transcriptome Profiling Uncovered Carbon Signaling Genes Associated with Almond fruit drop

Chunmiao Guo<sup>1,2†</sup>, Yu Wei<sup>3†</sup>, Bo Yang<sup>2†</sup>, Mubarek Ayup<sup>2</sup>, Ning Li<sup>2</sup>, Jun Liu<sup>3</sup>, Huan Wang<sup>4\*</sup> and Kang Liao<sup>1\*</sup>

† These authors have contributed equally to this work.

## Supplementary information

**Figure S1: The characteristics of almond fruits at six stages from the 7 to 32 DAF.**

**Figure S2: The morphological evaluation of almond fruits from 12 to 42 DAF.** (A) The fruit weight of normal and abnormal fruits. (B) The longitudinal diameter of abnormal fruit. (C) The Transversal diameter of abnormal fruit.

**Figure S3: Venn diagram showed the DEGs identified in different groups.**

**Figure S4A: Similar expression profiles of DEGs between normal and abnormal fruits; S4B: Other six different expression patterns of DEGs between normal and abnormal fruits.**

**Figure S5: KEGG pathway of “carbon metabolism”.**

**Figure S6: Validation of gene expression by RT-qPCR.** (A) Overall expression levels of eight DEGs across different developmental stages. Bars give standard errors (n=3). N, normal; A, abnormal. Blue, RT-qPCR analysis; red, RNA-seq analysis; P-values indicate statistical significance (\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ). (B) Comparison of RNA-seq and RT-qPCR data. A correlation coefficient of  $R = 0.754$  (P-value  $< 0.001$ ) was observed between the RNA-seq and RT-qPCR data of all the seven DEGs across different developmental stages.

**Figure S7: The pipeline of the RNA-seq analysis.**

Figure S1

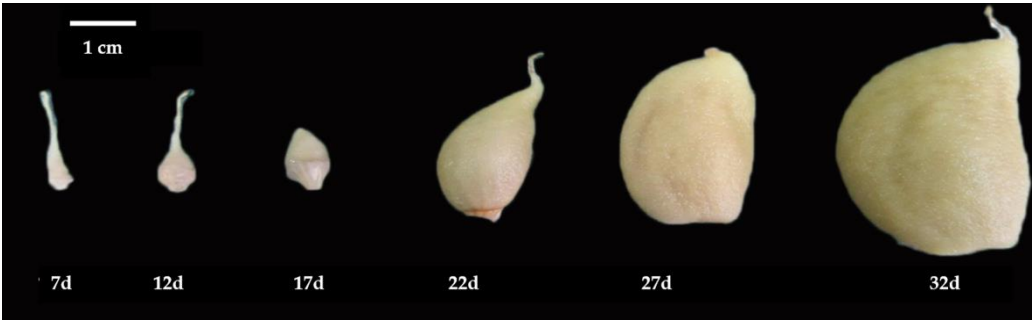

Figure S2

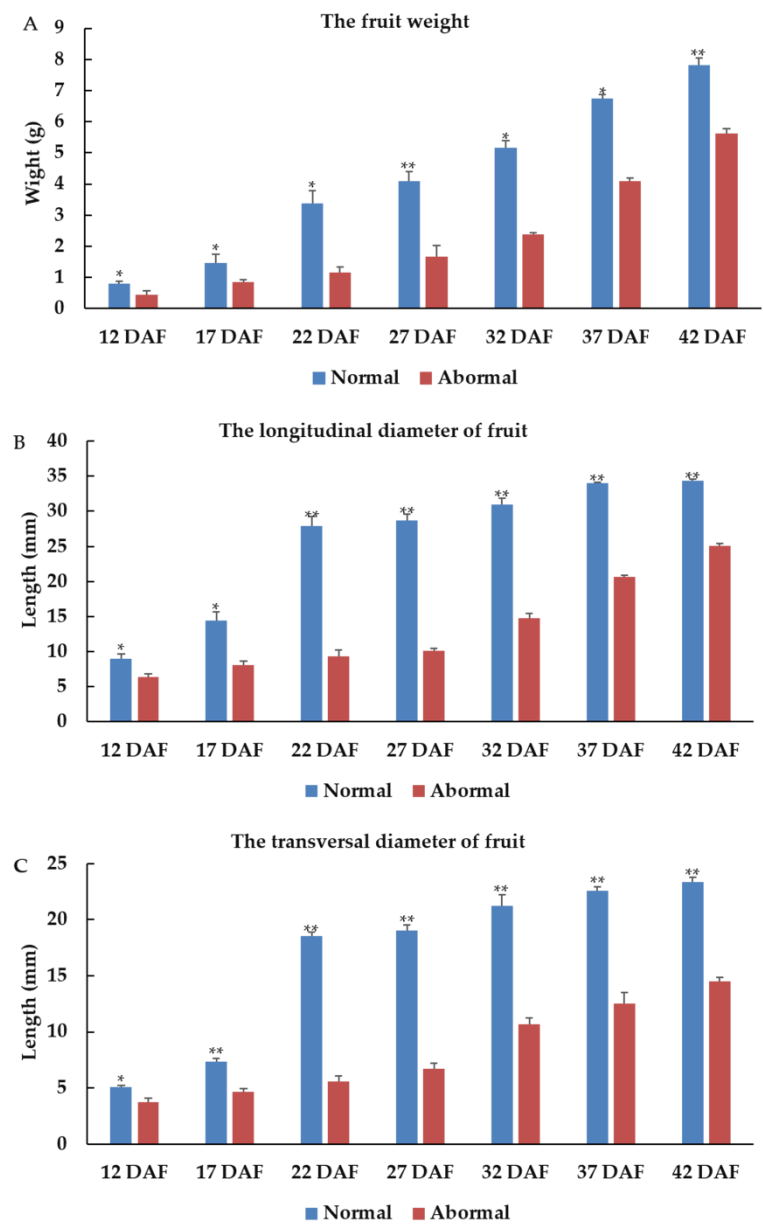

Figure S3

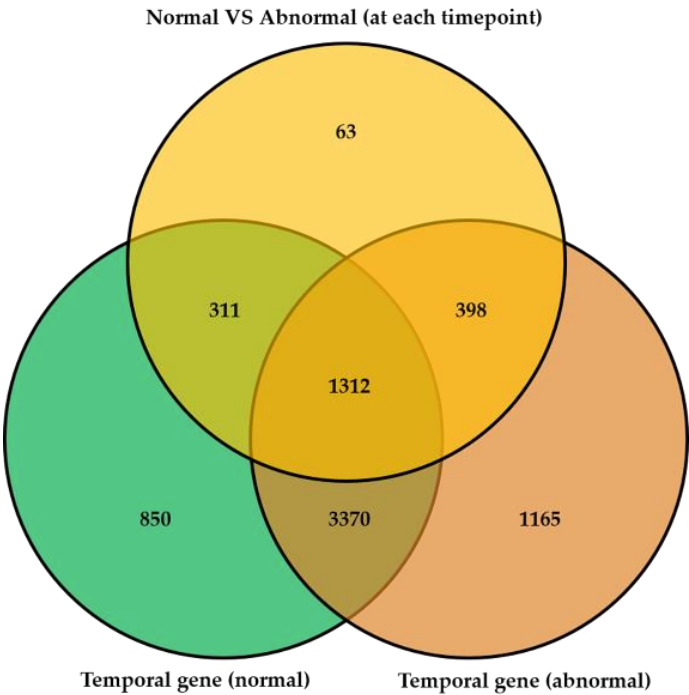

Figure S4

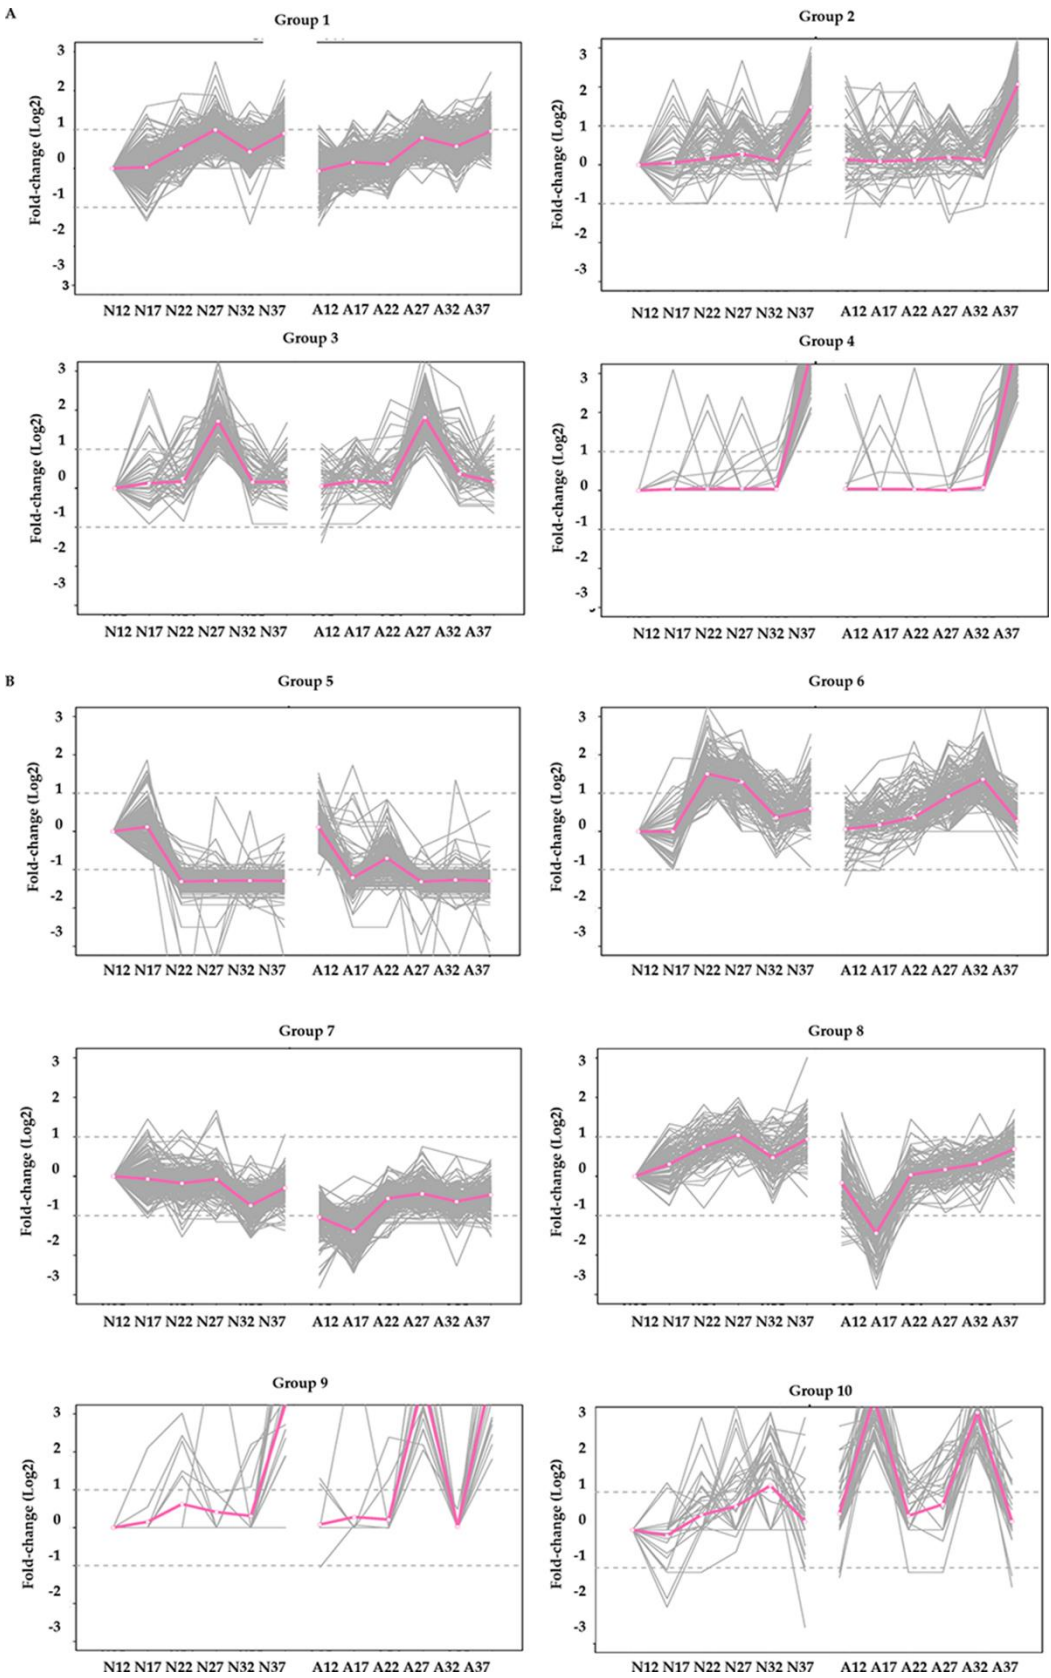

### Figure S5

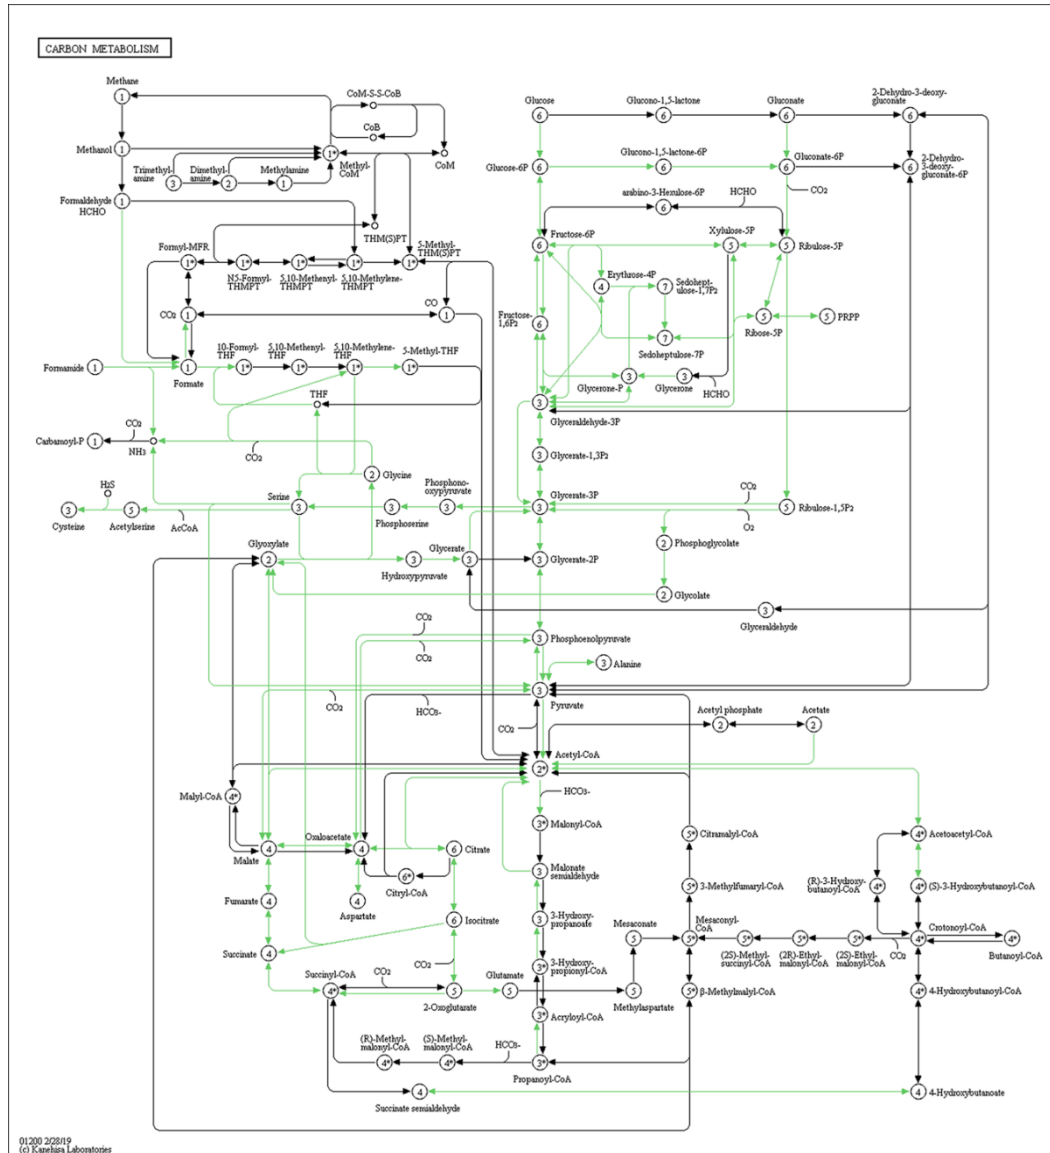

Figure S6A

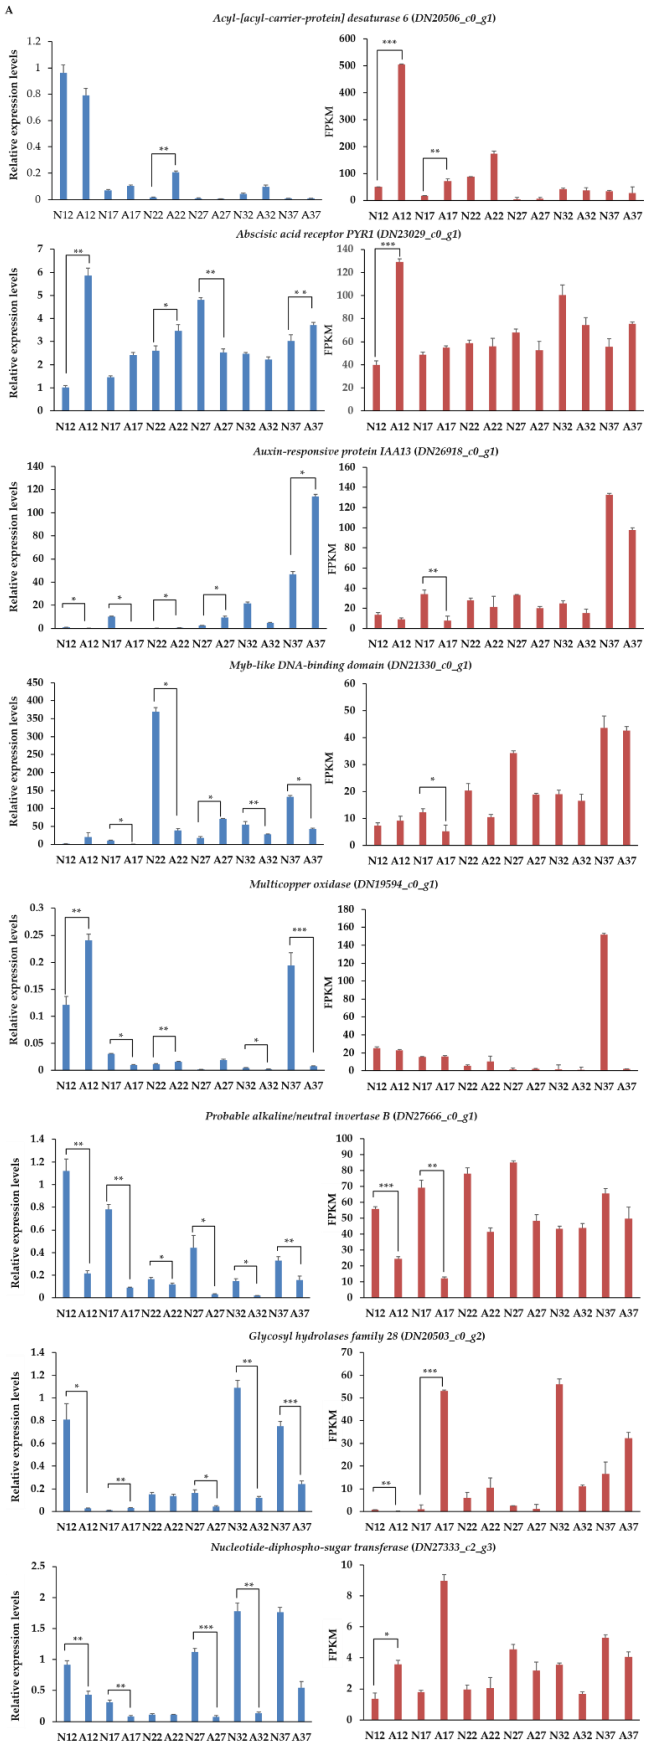

**Figure 6B**

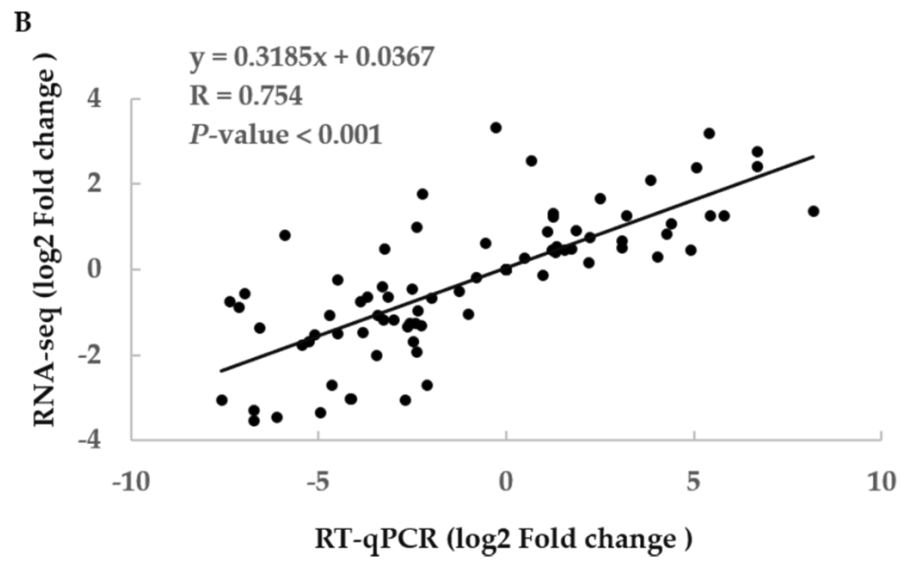

**Figure S7**

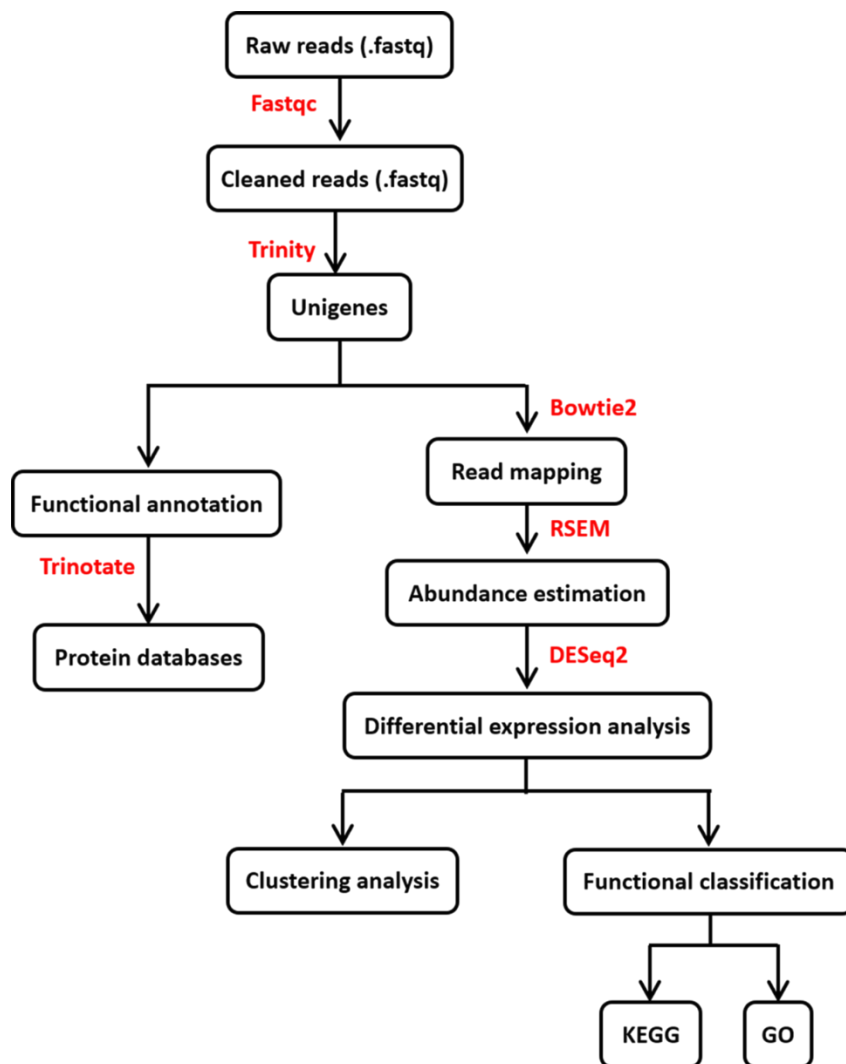

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

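The values analysed here are expression values of normal and abnormal almond fruits at 12, 17, 22, 27, 32 and 37 DAF. These are 12 groups with 3 replicates each, which the paper describes as biological. According to the methods, the authors removed low-quality reads, assembled unigenes with Trinity, aligned the clean reads to them with Bowtie2, estimated read counts with RSEM, normalized the counts with DESeq2 and computed FPKM from effective gene length and library size. The deposited unit is FPKM, as 1 column per group that the authors named the average of the normalized values. Groups were taken from the sample labels and from the column names, and both give the fruit type and the stage. All 12 columns were used.

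Of the supplementary tables, Table S1 gave reads, Q30 and GC content per sample, and Table S5 and the text gave unigene names. Tables S3 and S4 were held only in part, so no overlap or enrichment was computed on them. The IDs of the unigenes matched 0 entries of the reference gene table, so names come from the paper only. Depth per sample is given by the clean reads of Table S1, and the number of reads behind a single FPKM value is unknown, so no counting interval or detection limit was computed.

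Groups were compared as differences in log2(FPKM + 1), and unigenes with a difference larger than 1 were counted, since 1 mean per group allows no test. No test, P-value or standard deviation was computed for any of the comparisons. Changes between stages were counted within each fruit type over 15 pairs of stages and over neighbouring stages. Pearson r was taken across unigenes for each pair of groups. Courses like those of groups A to D in Fig. 4 were counted with thresholds on the log2 scale, and again with the fruit types exchanged. The list of 12 carbohydrate-related unigenes was set against 10000 random lists, each member drawn from the 100 unigenes on either side of it in mean expression. The comparisons, their settings, this list and the alternatives were chosen before the data were examined, apart from those marked as chosen later. A further exception is the pseudocount of 1, which was taken from the log2 columns of Table S4. That table lists FPKM values of these same groups. The unigenes named in the text are the 25 that the paper names with their IDs and, at 12 and 17 DAF, the 2 with the largest rise and the 2 with the largest fall from normal to abnormal fruits among unigenes above 0 in both groups. DN23546_c1_g1, DN2765_c0_g1 and DN37598_c0_g1 fall outside this rule and were chosen after their values were seen.

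Alternatives were pseudocounts of 0.1 and 5, a minimum of 1 or 5 for the highest group value, scaling of each group to the same total or by median of ratios, a threshold of 2, Spearman's rho, and other definitions of presence in 1 fruit type only. Fits that need values per replicate were left out. The counting of changed unigenes was tested on simulated data made from the 8676 listed unigenes, with 200 of them changed at 17 DAF. It recovered 200 of these and counted 0 others. The simulated noise had a standard deviation of 0.1 on the log2 scale, far below the threshold of 1, so this checks the calculation only and not the reliability of counts without replicates. Calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

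Phenotypes, the assembly and its annotation, GO and KEGG enrichment and RT-qPCR were not analysed here.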

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

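The profile likeness between fruit types, the 17 and 22 DAF directions and the definition with at least 5 against at most 1 FPKM were tests chosen only after the results were seen. No paired analysis was possible because the deposited columns give 1 mean per group and no value per replicate. For the same reason a replicate block, leaving out each replicate in turn, DESeq2 on counts, all 12 groups in 1 fit and Benjamini-Hochberg adjustment were not run.

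With a pseudocount of 0.1 in place of 1, the number of unigenes differing between normal and abnormal fruits rose to 2838 at 22 DAF, 2108 at 32 DAF and 1911 at 37 DAF, and the group C course to 894 unigenes. The number differing in opposite directions at 17 and 22 DAF rose from 472 to 1028. A smaller pseudocount widens the ratios of low values by construction. The other 21 counts stayed within 1.5 times. The r between normal and abnormal fruits was 0.773, 0.686, 0.793, 0.814, 0.852 and 0.856 from 12 to 37 DAF, again lowest at 17 DAF. The percentile of the carbohydrate list was 4.45, 99.87, 3.03, 6.67, 9.48 and 0.35 from 12 to 37 DAF. At 17 DAF this lies outside the range of the random lists and the value with a pseudocount of 1 does not. The cause was not tested.

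A pseudocount of 5, which narrows the ratios of low values by construction, gave 1306, 2045, 647, 761, 508 and 536 unigenes differing between fruit types from 12 to 37 DAF and 4114 at any stage. Between any pair of stages it gave 4078 unigenes in normal and 4025 in abnormal fruits. Between neighbouring stages it gave 675, 1222, 1151, 979 and 995 in normal and 1558, 1473, 1394, 982 and 1135 in abnormal fruits.

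A threshold of 2, which counts fewer unigenes by construction, gave 1014, 1808, 703, 722, 542 and 545 unigenes from 12 to 37 DAF and 3976 at any stage. Between any pair of stages it gave 3959 in normal and 3953 in abnormal fruits, and between neighbouring stages 633, 1274, 1035, 940 and 1008 in normal and 1321, 1139, 1156, 950 and 1093 in abnormal fruits. The largest number between fruit types was at 17 DAF and the next at 12 DAF under both pseudocounts, this threshold, both scalings and the minimum of 5. This order takes the groups as labelled.

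The minimum of 5 for the highest group value left 5823 of the 8676 unigenes. It gave 1180 unigenes at 22 DAF and 892 at 32 DAF between fruit types, and in normal fruits 4850 between any pair of stages, 1065 from 12 to 17 DAF and 1873 from 17 to 22 DAF. The other 14 counts stayed within 1.5 times. The minimum of 1 removed no unigene and so tests nothing.

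Median-of-ratios scaling left 21 counts within 1.5 times, and gave 262 unigenes with the group B and 229 with the group D course. The cause was not tested. At 27 DAF it moved the share of unigenes higher in abnormal fruits from 41.8% (755 higher, 1053 lower) to 55.4% (918 higher, 740 lower). The percentile of the carbohydrate list was 4.64, 95.77, 3.07, 5.44, 7.86 and 0.28. Scaling to the same total left all 19 counts within 1.5 times and gave percentiles of 4.66, 95.83, 2.26, 5.09, 8.68 and 0.40, so that 22 DAF also lay outside the range of the random lists.

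Spearman's rho in place of Pearson r was 0.747, 0.654, 0.759, 0.799, 0.832 and 0.843 from 12 to 37 DAF, with the lowest value again at 17 DAF.

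For presence in 1 fruit type only, neither definition set beforehand could change the counts of 772 and 678. The lowest of the highest values above 0 was 0.105 FPKM in normal and 0.150 FPKM in abnormal fruits, so the limit of 0.1 excludes no unigene, and all unigenes of these sets reach 1. With at least 5 FPKM in a group of 1 fruit type and at most 1 in all groups of the other, the counts were 593 and 508. With a pseudocount of 0.1, the profile r was at least 0.8 for 1049 unigenes and below 0 for 2205.

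Of 158 log2 differences of named unigenes, 44 were larger than 1. With a pseudocount of 0.1, 16 more passed 1 and 0 fell below it. With the same total, 2 more passed and 1 fell below, and with median of ratios 4 more passed and 1 fell below. No difference larger than 1 changed its sign under these 3 settings. The reads behind single FPKM values are unknown, which limits what can be said of unigenes listed at 0 or below 1 FPKM.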

Differences from the paper's values

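At 17 DAF, 3604 listed unigenes differed between normal and abnormal fruits by more than 1 in log2(FPKM + 1), against the paper's about 2000 DEGs in Fig. 3A, read by eye. The paper's DEGs also had to pass a P-value, which 1 mean per group does not give. Of the alternatives set before the data were examined, a pseudocount of 5 (2045), a highest group value of at least 5 (2695) and a threshold of 2 (1808) brought the number within 1.5 times of the paper's, and a pseudocount of 0.1, both scalings and the minimum of 1 did not.

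At 22 DAF the number was 1879 against the paper's about 270, at 27 DAF 1808 against about 42, at 32 DAF 1379 against about 59, and at 37 DAF 1260 against about 100, all in Fig. 3A, read by eye. None of the alternatives set before the data were examined closed these gaps, and the lowest numbers were 647, 722, 508 and 536.

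At any stage the number was 7301 against the paper's 2084. None of the alternatives set before the data were examined closed this gap, and the lowest number was 3976, with a threshold of 2.

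Only in normal fruits, 772 listed unigenes were above 0, against the paper's 220. Neither of the definitions set before the data were examined changed this number, and at least 5 FPKM against at most 1, chosen after seeing the values, gave 593. The bars of Fig. 3B, which make up the paper's numbers, are for single groups. Counted in that way, 608 unigenes were above 0 in a single group of normal fruits against the paper's 220, and 558 in a single group of abnormal fruits against the paper's 564, a sum chosen after seeing the values and with no alternative set for it. The tallest bar of Fig. 3B is abnormal fruits at 17 DAF. Of the unigenes above 0 in a single group, 191 belonged to abnormal fruits at 12 DAF and 99 to abnormal fruits at 17 DAF.

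The paper names 6 unigenes in enriched pathways at 17 DAF, and 1 of them, IAA13 (DN26918_c0_g2), differed by more than 1 in log2(FPKM + 1). Lactate/malate dehydrogenase (DN15548_c0_g1) was listed at 0 in both fruit types. The log2 difference was −0.91 for fructose-1–6-bisphosphatase (DN18563_c0_g1), 0.46 for auxin-induced protein 15A (DN18673_c0_g1) and 0.56 for POD44 (DN24026_c1_g1). Aldose 1-epimerase (DN13867_c0_g1) was listed at 0 in normal fruits and passed 1 with a pseudocount of 0.1.

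The paper names 4 unigenes as DEGs at both 12 and 17 DAF. Malate dehydrogenase (DN15548_c0_g2) and succinate dehydrogenase (DN18450_c0_g1) were listed at 0 in both fruit types at 12 DAF, and at 17 DAF succinate dehydrogenase passed 1 with a pseudocount of 0.1 only. NADP-dependent malic enzyme 2 (DN7242_c0_g1) differed by 0.53 at 12 DAF. At 17 DAF, malate dehydrogenase and NADP-dependent malic enzyme 2 differed by more than 1. Citrate synthase 4 (DN23508_c0_g1) was listed at 0 in abnormal fruits at both stages and above 0 in normal fruits. It passed 1 at both stages and so does not depart from the paper, apart from the P-value that could not be applied.

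The paper describes IAA13 (DN26918_c0_g1) and gibberellin-regulated protein 11-like (DN26787_c1_g1) as strongly lower in abnormal fruits at 12 DAF. Their log2 differences there were −0.52 and −0.11. It describes PYL8 (DN22391_c0_g1) as higher in abnormal fruits at 12 DAF, where the difference was 0.09. For glycosyltransferase like family 2 (DN23864_c0_g1) it describes a sharp reduction at 17 DAF in abnormal fruits, where the change from 12 DAF was −0.33. The paper names IAA13, gibberellin-regulated protein 11-like and glycosyltransferase like family 2 among its RT-qPCR genes. Those measurements were not analysed here, so the FPKM differences do not decide what RT-qPCR showed.

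The paper places the most apparent change between stages at 12 and 17 DAF. In abnormal fruits the step from 12 to 17 DAF had the most changed unigenes of the steps between neighbouring stages, 3186, and in normal fruits it had the fewest, 1601. Among unigenes with a highest group value of at least 5, abnormal fruits had 2242 for this step and more, 2264, for the step from 17 to 22 DAF.

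The legend of Fig. 4 names 12 DAF as the baseline. Table S4 has 7468 entries against the paper's 7469 DEGs. In the first 862 of them, the log2 columns differed by 1.06e-05 at most from the change relative to normal fruits at 37 DAF.

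The methods give a shorter read length than Table S1, where the bases and reads give 150 bases per read in 36 of 36 samples.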

Other observations

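All tests in this part were chosen only after the results were seen, and the values have no replicate check.

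Abnormal fruits at 17 DAF lay out of the order of the stages. Each of the 360 orders of the 6 stages was given a path length, the sum of 1 minus the Pearson r between neighbours. In normal fruits the true order had the shortest path, and in abnormal fruits it ranked 90 with a path of 0.922. Low values near 0 are argued against as the cause, since among the 2309 unigenes with a mean of at least 10 FPKM the true order of abnormal fruits ranked 205 and that of normal fruits 3. Fewer reads in abnormal fruits at 17 DAF are also argued against, because that group ranked 2 of 12 by its number of reads.

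An exchange of the labels of the abnormal groups at 17 and 22 DAF remains open. With 17 and 22 DAF exchanged, the order of abnormal fruits ranked 2 of 360, with a path of 0.840. It ranked 16 among unigenes with a mean of at least 10 FPKM and 1 with a pseudocount of 0.1 or with Spearman's rho, where the order as labelled ranked 54 and 53. From the FPKM values alone, a biological difference of abnormal fruits at these stages and the exchange cannot be told apart. The paper reports that RT-qPCR profiles broadly matched its RNA-seq, which bears on an exchange. Those measurements were not analysed here. An exchange would not remove the difference between fruit types, as it would leave 1647 unigenes differing by more than 1 at 17 DAF and 3332 at 22 DAF. It would move the largest number from 17 to 22 DAF, and 17 DAF would lie below the 2658 of 12 DAF. The place of 17 DAF as the stage of largest difference therefore depends on the labels.

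A further hypothesis is that changes of later normal stages were already present in abnormal fruits at 17 DAF. Of 1679 unigenes that rose by more than 1 from 12 to 32 DAF in normal fruits, 548 rose and 151 fell by more than 1 from 12 to 17 DAF in abnormal fruits. From 12 to 22 DAF, 262 rose and 155 fell. From 12 DAF to 27, 32 and 37 DAF, 713, 803 and 714 rose and 84, 60 and 98 fell. Of 1839 unigenes that fell in normal fruits, 843 also fell from 12 to 17 DAF in abnormal fruits and 364 from 12 to 22 DAF. In these, 52 and 227 rose instead. From 12 DAF to 27, 32 and 37 DAF, 720, 744 and 746 also fell and 228, 137 and 130 rose. Both the shared rises and the shared falls were fewest at 22 DAF. These numbers are consistent with an early appearance of part of the later course, and they could also follow from an exchange of labels.

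Between 17 and 22 DAF, 472 unigenes differed between fruit types by more than 1 at both stages in opposite directions and 211 in the same direction, against 220 and 1091 between 12 and 17 DAF. Opposite directions were also the more frequent between 22 and 27 DAF (355 against 225), 27 and 32 DAF (345 against 164) and 32 and 37 DAF (204 against 128). Between 17 and 27 DAF, 136 unigenes differed in opposite directions and 426 in the same, and 33 and 218 of those with a mean of at least 10 FPKM. Of the stages that are not neighbours, opposite directions were the more frequent only between 12 and 27 DAF (224 against 220) and 22 and 32 DAF (217 against 169). Among unigenes with a mean of at least 10 FPKM, the numbers between 17 and 22 DAF were 87 and 87. The excess of opposite over same directions at these 2 stages thus lay in unigenes with lower means. Low values near 0 are a candidate explanation for it. The minimum leaves out all weakly expressed unigenes, so it cannot show that low values are the cause. The numbers in these unigenes were 42 and 48 between 22 and 27 DAF and 32 and 41 between 27 and 32 DAF, and between 32 and 37 DAF opposite directions were still the more frequent (30 against 14), so low values are not offered as an explanation there. Between 17 and 22 DAF low values would leave a share of opposite directions well above that between 12 and 17 DAF in the same unigenes (63 against 571). An exchange of the labels of the abnormal groups at 17 and 22 DAF stays open as well. With the labels exchanged, 256 unigenes differed in opposite directions and 364 in the same direction, and 53 and 205 of those with a mean of at least 10 FPKM. No biological explanation was tested for these directions. From the FPKM values alone, a biological difference at these stages and the exchange cannot be told apart. The exchange leaves the numbers between 27 and 32 DAF and between 32 and 37 DAF as they are.

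In Table S1, Q30 and GC content were nearly equal within groups. The median standard deviation within groups was 0.00271 percentage points for Q30 and 0.00214 for GC content, and the standard deviation between the means of the groups was 231 and 285 times as large. A candidate explanation is that the replicates are sequencing runs of 1 library or pool per group, whereas the methods describe fruits from independent trees. In 12 of 12 groups, the replicate numbered 1 had the fewest reads and the replicate numbered 2 the most, an order that separate libraries would not be bound to keep. Libraries always pooled in the same proportions could keep it too, and no biological explanation was tested.

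The listed unigenes may have been chosen by a change of at least 1 in log2(FPKM + 1) from normal fruits at 12 DAF. Of the listed unigenes, 0 stayed within 1 of normal fruits at 12 DAF in all groups, against 419 to 798 for another group as the baseline. The 45 unigenes in the held part of Table S4 that are not listed reached a change of 0.985 from normal fruits at 12 DAF at most. No biological explanation was tested.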
